# Transcriptome analysis revealed differentially expressed genes in rice functionally associated with brown planthopper defense in near isogenic lines pyramiding *BPH14* and *BPH15*

**DOI:** 10.3389/fpls.2023.1250590

**Published:** 2023-08-08

**Authors:** Liang Hu, Dabing Yang, Hongbo Wang, Xueshu Du, Yanming Zhang, Liping Niu, Bingliang Wan, Mingyuan Xia, Huaxiong Qi, Tongmin Mou, Aiqing You, Jinbo Li

**Keywords:** rice, brown planthopper, RNA-sequencing, *BPH14/BPH15*, resistance

## Abstract

Although rice has many pests, brown planthopper (BPH) in particular is known to cause substantial damage. The pyramiding application of BPH-resistance genes *BPH14* and *BPH15* has proven effective in enhancing rice defense against BPH. However, the molecular mechanisms underlying *BPH14*/*BPH15*-conferred resistance remain unexplained. In this investigation, we analyzed the transcriptomes of near isogenic lines (NILs) containing either *BPH14* (B14), *BPH15* (B15), or *BPH14/BPH15* (B1415), as well as their recurrent parent (RP) ‘Wushansimiao’. In total, we detected 14,492 differentially expressed genes (DEGs) across 12 mRNA profiles of resistant NILs and RP at different feeding stages. In the transcriptomic analysis, 531 DEGs appeared to be common among the resistant NILs compared to RP before and after BPH feeding. These common DEGs were enriched in defense response, phosphorylation, and salt stress response. In addition, 258 DEGs shared only in resistant NILs were obtained among the different feeding stages, which were enriched in oxidative stress response, karrikin response, and chloroplast organization. Considering the expression patterns and relevant research reports associated with these DEGs, 21 were chosen as BPH resistance candidates. In rice protoplasts, the candidate DEG *OsPOX8.1* was confirmed to increase reactive oxygen species (ROS) accumulation by chemiluminescence measurement. Our results provide valuable information to further explore the defense mechanism of insect-resistant gene pyramiding lines and develop robust strategies for insect control.

## Introduction

Worldwide, more than 3.5 billion people utilize rice (*Oryza sativa* L.) as a dietary staple (Wing et al., 2018). Among all rice pests, one of the most damaging is the brown planthopper (*Nilaparvata lugens* Stål, BPH) (Du et al., 2020). As typical sap-sucking insects, BPHs gather in large numbers at the plant base and feed on phloem sap. This type of herbivory causes the drying, browning, wilting, and dwarfing of host plants. Extensive herbivory by BPH can ultimately lead to reduced or no yields, which seriously threatens food security (Cheng et al., 2013b). In addition, BPH can spread and induce various rice diseases, such as grassy dwarf disease and leaf dwarf disease (Jing et al., 2017). Breeding BPH resistant rice varieties is considered a practical, economical, and sustainable management strategy (Du et al., 2020).

In 1969, the International Rice Research Institute (IRRI) first discovered and mapped the *BPH1* BPH resistance gene, which paved the way for future studies of rice resistance to BPH. So far, 17 BPH resistance genes (*BPH37, BPH40, BPH30*, *BPH6*, *BPH32*, *BPH18*, *BPH21*, *BPH10*, *BPH7*, *BPH1*, *BPH9*, *BPH29*, *BPH3*, *BPH26*, *BPH2*, *BPH15*, and *BPH14*) have been successfully cloned in rice (Guo et al., 2022). Of these cloned genes, the majority represent coiled-coil nucleotide-binding site leucine-rich repeat (CC-NBS-LRR) proteins (e.g., *BPH14*), two encode lectin receptor-like kinases (LecRKs) (*BPH3* and *BPH15*), and the remainder encode other types of proteins (Guo et al., 2022). These BPH resistance proteins have diverse structures and functions, and the study of their varied molecular mechanisms can help us to better utilize them in precision breeding schemes.

The *BPH14* gene was the first to be cloned and encodes a nuclear/cytoplasmic CC-NBS-LRR protein which directly binds BPH-derived effector BISP to activate host plant resistance (Du et al., 2009; Guo et al., 2023). Through forming homologous complexes and interacting with transcription factors, BPH14 mediates BPH resistance by triggering the transcription of downstream defense genes (Hu et al., 2017). Meanwhile, *BPH15* encodes a plasma membrane LecRK which is suggested to serve as either a receptor or receptor-associated protein. As such, *BPH15* confers durable, broad-spectrum protection against BPH, as well as other pathogens, by perceiving either plant-derived damage-associated molecular patterns (DAMPs) or BPH-derived herbivore-associated molecular patterns (HAMPs). Furthermore, *BPH15* knock-down makes rice plants more susceptible to BPH and other pathogens (Cheng et al., 2013a).

Plants carrying only a single insect-resistance gene have the potential to become susceptible within a timeframe as short as a few years due to the adaptation of associated insect populations (Jena and Kim, 2010). One effective strategy to provide durable, broad-spectrum BPH protection in rice is the pyramiding of diverse resistance genes (Muduli et al., 2021). Marker-assisted pyramiding of rice with both *BPH14* and *BPH15* resulted in durable and enhanced resistance compared to rice varieties possessing only one of the two genes (Li et al., 2011; Hu et al., 2012; Jiang et al., 2018). In addition, varieties harboring two BPH resistance genes showed a more than 90% reduction in pest density in the field (Zheng et al., 2021). Using a genomics-based breeding approach, Wang et al. precisely incorporated *BPH14* and *BPH15* into recurrent parent (RP) ‘Wushansimiao’ rice to augment BPH resistance while leaving other agronomic traits unaffected (Wang et al., 2019). Unfortunately, the precise molecular mechanisms resulting in the enhanced BPH resistance of *BPH14*/*BPH15* pyramiding lines remain largely unknown.

In order to study these defense mechanisms, RNA sequencing (RNA-seq) has been successfully employed to characterize the rice transcriptome at different BPH feeding stages (Chen et al., 2022). For instance, the introgression line ‘B5’ contains five quantitative trait loci (QTL) and two major resistance genes (*BPH14* and *BPH15*) associated with resistance to BPH (Huang et al., 2001; Ren et al., 2004). Both cDNA macroarray and microarray analyses were performed to explore differential transcription between resistant cultivar ‘B5’ and susceptible cultivar ‘MH63’ under both BPH herbivory and insect-free conditions. Herbivory by BPH was found to affect a wide variety of gene functional categories, including pathogen-related proteins, oxidative stress, and signaling pathways, among others, suggesting that the adaptation of BPH-infested rice likely involves many pathways and processes (Zhang et al., 2004; Wang et al., 2008). In another experiment, high-throughput RNA-seq was used to discover nearly 3,000 BPH-responsive differentially expressed genes (DEGs) between a *BPH15* introgression line and recipient line. The identified DEGs were associated with a number of Gene Ontology (GO) terms, including hormone signaling, posttranslational protein modifications, transcription factors, pathogen-related genes, Ca^2+^ signaling, and MAPK cascades (Lv et al., 2014). A number of BPH-responsive miRNAs were identified by analyzing the miRNA profiles of a *BPH15* introgression line and susceptible recipient line, which were suggested to regulate several pathways contributing to both basal and BPH-specific defense (Wu et al., 2017). Furthermore, by combining microRNA and transcriptome analyses, 34 miRNAs associated with 42 target genes were identified as potential miRNA-mRNA pairs regulating *BPH6*-mediated resistance, implying the importance of miRNA-mRNA modules in regulating BPH defense (Tan et al., 2020).

Although *BPH14* and *BPH15* have been pyramided into rice varieties to confer durable and stable BPH resistance (Li et al., 2011; Hu et al., 2012; Wang et al., 2016; Wang et al., 2019; Yang et al., 2022), the precise molecular mechanism underlying the BPH resistance of *BPH14*/*BPH15* pyramiding lines remain largely unknown. Here, we analyzed the transcriptomes of near isogenic lines (NILs) containing either *BPH14*, *BPH15*, or both *BPH14*/*BPH15* genes, as well as their RP, before and after BPH infestation. Upon comparison and integration of these four datasets, a total of 21 DEGs were identified as candidates to functionally associate with rice defense against BPH. The data presented here help clarify the mechanism responsible for durable, broad-spectrum BPH resistance in gene pyramiding rice varieties.

## Materials and methods

### Experimental materials

The NILs containing either *BPH14* (B14), *BPH15* (B15), or both *BPH14*/*BPH15* (B1415) genes were developed using inbred *indica* rice variety ‘Wushansimiao’, as the RP (Wang et al., 2019). Seeds were planted in plastic cups (15 cm high by 9 cm wide) at a density of 15 plants per cup, and greenhouse-grown under a 10 h dark (26 ± 2°C)/14 h light (32 ± 2°C) cycle. The BPHs were maintained at Wuhan University, China, on ‘Taichung Native1’ (TN1; susceptible cultivar, IRRI Acc. No.00105) under environmental conditions identical to those of the rice plants.

### BPH resistance evaluation

BPH nymphs (third instar) were introduced at a rate of 8 BPH per seedling to four-leaf stage B14, B15, B1415, and RP seedlings. As described previously (Huang et al., 2001), seedlings were ascribed a resistance score during examination. The average damage severity score (0, 1, 3, 5, 7, or 9) was calculated for each plant after infestation.

### Honeydew excretion measurements

Pre-weighed parafilm sachets were used to confine starved (2 h) third instar BPH nymphs and fastened to the leaf sheathes of one-month-old B14, B15, B1415, and RP plants (Pathak et al., 1982). The sachets were removed and emptied of BPH insects after 2 d of active herbivory. All sachets were weighed post BPH removal, and the weight difference before and after 2 d of herbivory was recorded as the amount of honeydew excretion.

### Sample collection

Both BPH treatment and sample collection were accomplished according to the endpoint method (Wu et al., 2017). All treatments ended at the same time, despite beginning at different times. After 0, 3, 6, 12, 24, 48, and 72 h, four-leaf stage B14, B15, B1415, and RP seedlings were infested at a rate of 8 BPH nymphs (third instar) per seedling. Each experiment consisted of three biological replicates per treatment, with each replicate containing 15 seedlings. Leaf sheath samples were designated as either the non-infested group (0 h), early infestation group (3, 6, and 12 h), or late infestation group (24, 48, and 72 h). The experimental sample designations were as follows: B14_0, B14_early, and B14_late for the B14 lines; B15_0, B15_early, and B15_late for the B15 lines; B1415_0, B1415_early, B1415_late for the B1415 lines; and RP_0, RP_early, and RP_late for the RP lines. All samples were frozen with liquid N_2_ and stored at -80°C prior to analyses.

### RNA collection

Total RNA was collected from leaf sheathes with Trizol (Invitrogen). Quality was established with a Bioanalyzer 2200 (Aligent). All samples were stored at -80°C prior to analyses.

### cDNA library preparation

A TruSeq Stranded mRNA Library Prep Kit (Illumina) was utilized for preparation of the cDNA libraries, according to the standard protocol. Briefly, oligo (dT) magnetic beads were utilized to purify poly-A mRNA from 1 μg total RNA, which was then fragmented (200-600 bp) for 6 min with divalent cations (85°C). Both first- and second-strand cDNA synthesis were carried out using the cleaved RNA fragments. dUTP mix was utilized for second-strand cDNA synthesis, allowing for second strand separation. The cDNA fragments were then ligated with indexed adapters, A-tailed, and end-repaired. To remove the second-strand cDNA, the ligated cDNA was purified and subjected to uracil DNA glycosylase. The cDNA libraries were created by using PCR to enrich the purified first-strand cDNA. An Agilent 2200 was used for library quality control, and the libraries were sequenced using NovaSeq 6000 on a 150 bp paired-end run.

### RNA sequence mapping

Adapter sequences and low-quality reads were removed in order to acquire clean reads. Hisat2 was utilized to align the clean reads with the reference genome (IRGSP1.0, Ensembl) (Kim et al., 2015). Gene counts were acquired with HTseq. Gene expression was quantified according to the fragments per kilo base of exon per million fragments mapped (FPKM) (Anders et al., 2015).

### Differential gene expression analysis

DEGs were filtered using the DESeq2 algorithm (Love et al., 2014). Statistically significant DEGs were determined according to *P*-value (< 0.05), fold change (FC; log_2_FC > 1 or log_2_FC < -1), and FDR (< 0.05) (Benjamini et al., 2001). Here, DEGs are defined as transcripts exhibiting a P-value < 0.05 and at least a 2-fold change in FPKM (log_2_FC > 1 or log_2_FC < -1).

### Gene Ontology (GO) evaluation

GO evaluation was carried out to elucidate the biological importance of the identified DEGs (Ashburner et al., 2000), using GO annotations downloaded from the Gene Ontology (http://www.geneontology.org/), UniProt (http://www.uniprot.org/), and NCBI (http://www.ncbi.nlm.nih.gov/) databases. Statistically significant GO categories were determined with the Fisher’s exact test (*P*-value < 0.05).

### Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway evaluation

KEGG pathway evaluation was carried out to determine the biological pathways associated with the identified DEGs according to the KEGG database. Statistically significant KEGG pathways were determined with the Fisher’s exact test (*P*-value < 0.05) (Draghici et al., 2007).

### Quantitative real-time PCR (qRT-PCR) assay

A PrimeScript RT Reagent Kit containing gDNA Eraser (RR047A, TaKaRa) was used to convert total RNA into first-strand cDNA. qRT-PCR was accomplished on a CFX96 real-time system (Bio-Rad) with SYBR Green Real-Time PCR Master Mix (QPK-201, Toyobo). All primers are listed in **Supplementary Table 1**. Gene expression was evaluated by relative quantification, with *TBP* as the endogenous reference (Livak and Schmittgen, 2001).

### Gene constructs and transformation

The *NB* domain of *BPH14* and the *OsPOX8.1* coding sequence were amplified from ‘B5’ and ‘Wushansimiao’ cDNAs, and then respectively cloned into the ZeBaTA-based pCXUN expression vector with a Myc tag at the c-terminus (Chen et al., 2009). All primers are listed in **Supplementary Table 1**. The aforementioned constructs were transiently transfected into 10-day old rice stem protoplasts as described previously (Chen et al., 2006).

### Protein collection and protein gel blot assay

Transfected protoplasts were extracted using a protein extraction buffer containing 5 mM MgCl_2_, 100 mM Tris-HCl (pH 7.5), 0.5% (w/v) Triton X-100, and 1 mM EDTA, with 1 mM PMSF and 2 mM DTT included just prior to the assay. Total soluble proteins were collected from rice protoplasts (5×10^6^ cells per sample) using 200 μL of extraction buffer. SDS-PAGE was carried out to separate 10 μL of the extract. The extract was diluted (1:1000) with dilution buffer (3% [w/v] BSA, 150 mM NaCl, 0.1% [w/v] Tween 20, 20 mM Tris-HCl [pH 7.4]) and used for anti-Myc antibody (M192-3, MBL) immunoblotting, and subsequently incubated with 5% (w/v) skim milk-diluted (1:10,000) secondary antibody conjugated to horseradish peroxidase (115-035-003, Jackson). Detection was carried out using Tanon high-sig ECL protein gel blotting substrate.

### Statistical analyses and reproducibility

All experiments consisted of three biological replicates, except where stated otherwise. Equivalent results were obtained using three independent biological experiments. Statistically significant differences were identified using Student’s t-tests at *P* value < 0.05.

### Reactive oxygen species (ROS) assay

Evaluation of ROS production in rice protoplasts (as shown in **Figure 1C**) was carried out with a modified chemiluminescence method (Zhang et al., 2007). Briefly, the protoplasts were transfected for 16-22 h and then quantified and diluted to 1×10^5^ cells/200 μL with W5. To the diluted protoplasts was added 20 μM of the luminol derivative 8-amino-5-chloro-7-phenylpyrido [3,4-d] pyridazine-1,4 (2H,3H) dione (L-012) (Wako) and 20 μg/mL horseradish peroxidase (Sigma-Aldrich). Luminescence was captured using a SpectraMax iD5 multi-mode microplate reader (Molecular Devices).

**Figure 1:**
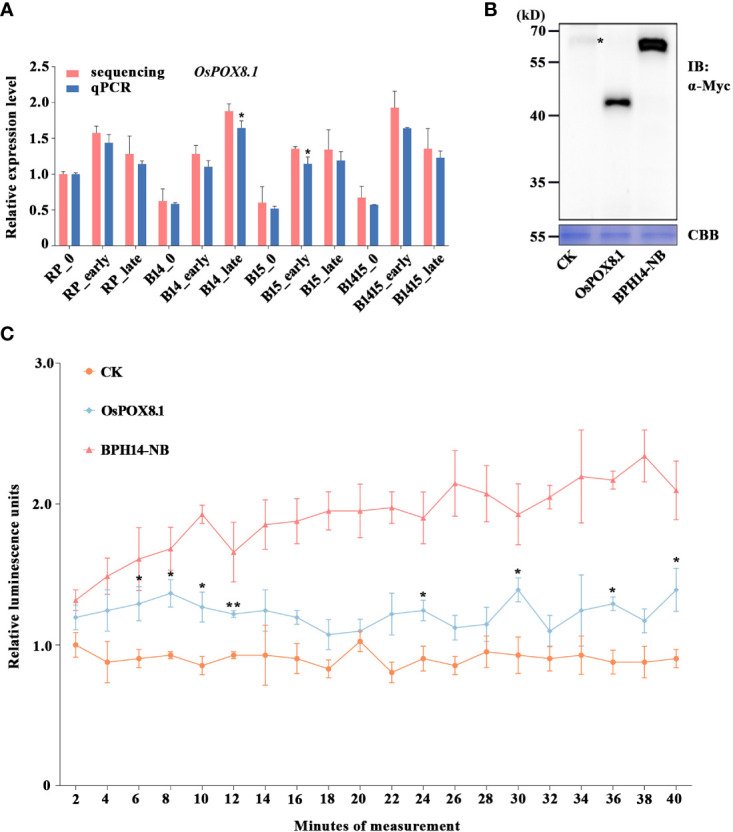
Verification of candidate DEG *OsPOX8.1* related to defense response. **(A)** qRT-PCR was used to verify the mRNA expression pattern of *OsPOX8.1* in the RP, B14, B15, and B1415 plants. The rice *TBP* gene was used as a reference control. Gene expression was quantified relative to the value obtained from non-infested RP samples. Data represent the means of three biologically independent experiments for gene expression ± SD. Data were subjected to Student’s t-test, and asterisks indicate significant differences between RNA-seq data and qRT-PCR data at the indicated group (*P < 0.05; **P < 0.01). **(B)** Protein immunoblotting of empty vector (CK)*, OsPOX8.1*, and NB domain of BPH14 (BPH14-NB) expressed in rice protoplasts. Asterisks indicate nonspecific signals. Coomassie brilliant blue (CBB) staining served as the loading control. Molecular masses (in kilodaltons) are indicated. **(C)** ROS generation in *OsPOX8.1-*overexpressing rice protoplast line. Relative luminescence units indicate relative amounts of ROS production in rice protoplasts at the indicated time points. Protoplast lines transformed with the empty vector and NB domain of BPH14 were used as negative control (CK) and positive control (BPH14-NB), respectively. Data represent the means of three technical replicates from one biological replicate ± SE. Three biologically independent experiments yielded similar results. Data were subjected to Student’s t-test, and ROS generation in the BPH14-NB protoplast line significantly differs from that in CK from the first time point onwards. Asterisks indicate significant differences between the OsPOX8.1 protoplast line and CK protoplast line at the indicated time point (*P < 0.05; **P < 0.01).

## Results

### Performance of *BPH14*/*BPH15* pyramiding NILs against BPH

In this study, four-leaf stage NILs containing either the *BPH14* (B14), *BPH15* (B15), or *BPH14/BPH15* genes (B1415), as well as their RP, were infested with BPH. RP plants began to wither after 4 d of BPH herbivory (average score of 4.7), and wilted completely after 7 d (average score of 8.2). However, the B14, B15 and B1415 plants showed no visible damage (average scores of 3.3, 2.0, and 1.5, respectively) and survived until the end of the experiment (average scores of 4.6, 5.6, and 3.3, respectively) (**Figures 2A–D**).

**Figure 2:**
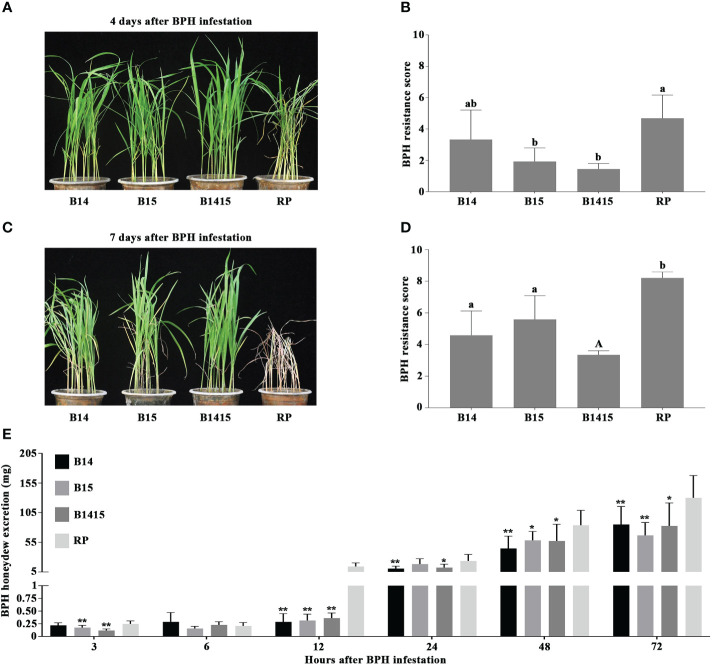
Evaluation of BPH resistance of the B14, B15, B1415, and RP plants. **(A)** BPH resistance phenotypes of the B14, B15, B1415, and RP plants after 4 days of BPH feeding. The image shows that the RP plants began to wither while the B14, B15, and B1415 plants showed no visible damage. RP: recurrent parent ‘Wushansimiao’ for NILs; B14, B15, and B1415: the NILs containing the *BPH14*, *BPH15*, and both *BPH14/BPH15* genes, respectively. **(B)** BPH resistance scores of the B14, B15, B1415, and RP plants after 4 days of BPH feeding. The resistance scores of B14, B15, B1415, and RP were 3.3, 2.0, 1.5, and 4.7, respectively. Lower scores correspond to higher levels of insect resistance. Data represent the means of three biologically independent experiments (with each experiment having 15 seedlings per rice line) ± SD. **(C)** BPH resistance phenotypes of the B14, B15, B1415, and RP plants after 7 days of BPH feeding. The image shows that the RP plants died while the B14, B15, and B1415 plants began to wither. **(D)** BPH resistance scores of the B14, B15, B1415, and RP plants after 7 days of BPH feeding. The resistance scores of B14, B15, B1415, and RP were 4.6, 5.6, 3.3, and 8.2, respectively. **(E)** Honeydew excretion of BPH insects on B14, B15, B1415, and RP plants after 2 days of feeding. Data represent the means of 10 replicates (with each replicate having one BPH insect per plant) ± SD. All data were subjected to Student’s t-test, different letters above the bars indicate significant differences between each line of plants **(B, D)** (uppercase letter *P* < 0.05; lowercase letter *P* < 0.01), and asterisks indicate significant differences between NIL and RP plants **(E)** (*P < 0.05; **P < 0.01).

To investigate the antibiosis effects of the NIL and RP plants, we measured the quantity of BPH-secreted honeydew. Overall, BPH feeding on RP and NIL plants produced very little honeydew from 3 to 6 h after infestation. Interestingly, the most significant differences in honeydew production were observed at 12 h after infestation, with the amount of honeydew production remaining relatively constant on NIL plants (from a minimum of 0.16 mg at 6 h to a maximum of 0.36 mg at 12 h) and increasing sharply on RP plants (from a minimum of 0.21 mg at 6 h to a maximum of 14.4 mg at 12 h). After 12 h, honeydew production increased on both NIL and RP plants, and remained high from 24 to 72 h after infestation (**Figure 2E**).

To identify DEGs functionally associated with defense against BPH in NILs pyramiding the BPH14 and BPH15 genes, RNA was extracted from the leaf sheaths of B14, B15, B1415, and RP plants after infestation (0-72 h). Samples were grouped as non-infested (0 h), early feeding stage (3, 6 and 12 h), or late feeding stage (24, 48 and 72 h) for RNA-seq.

### Overview of the RNA-Seq results

Differences in BPH-responsive gene expression were analyzed using mRNA libraries. 

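The authors deposited the number of fragments counted on each rice gene in the 36 libraries, with 3 biological replicates in each of the 12 groups and without normalization. According to the methods, each replicate held leaf sheaths of 15 seedlings, and infested seedlings received 8 nymphs each. The clean reads were aligned with Hisat2 to the IRGSP1.0 genome and counted with HTseq. The methods and the sample labels of the deposited data differ in the library kit, which selects poly-A RNA in the methods and depletes rRNA in the labels. They also name different Illumina sequencers, and in the list of infestation times the methods give 6 h where the labels give 60 h. The table lists 38978 genes, of which 34333 had at least 1 count in any library and 37849 carry RAP locus identifiers. No annotation of gene names or positions was used here, and the names are those of the paper. The total count per library ranged from 10601967 to 18692187, with a median of 15884382. The median was 15943032 in RP (10601967 to 17791375), 15825732 in B14 (13613563 to 18393919), 15671439 in B15 (12077743 to 17390920) and 16736960 in B1415 (13841396 to 18692187). Within the groups, the median ranged from 13382433 in RP_late to 17756593 in RP_early. These totals are the depth behind every value here, and they amount to 81.6% to 86.7% of the mapped reads of Supplementary Table 2 when those are taken as read pairs. Between 28626 and 29937 genes per library had at least 1 count. Counts were scaled with edgeR's TMM method to CPM, the count relative to the scaled library total. For each comparison the 6 libraries of both groups were fitted alone, after genes with low counts were removed with edgeR's filterByExpr at a minimum count of 10. A gene was taken as a DEG at an unadjusted p below 0.05 in edgeR's quasi-likelihood test together with a log2 fold change above 1 or below -1, the definition that the paper's methods and the legend of Figure 3 state. Because the methods also list an FDR, Benjamini-Hochberg adjusted values are given beside the counts. In a principal component analysis of the 36 libraries, the first component held 49.4% of the variance and the second 22.9%. The library B14_0-3 lay beside the B15_0 libraries, and its rank correlation with B14_0-1 and B14_0-2 was 0.921 and 0.929 across genes, against 0.960 with B15_0-2. The library labelled B15_late-3 was closest to B1415_late-2 and the library labelled B1415_late-3 was closest to B15_late-1, with rank correlations of 0.995 and 0.993 across genes. All 36 libraries were kept under their labels.

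**Figure D1:**
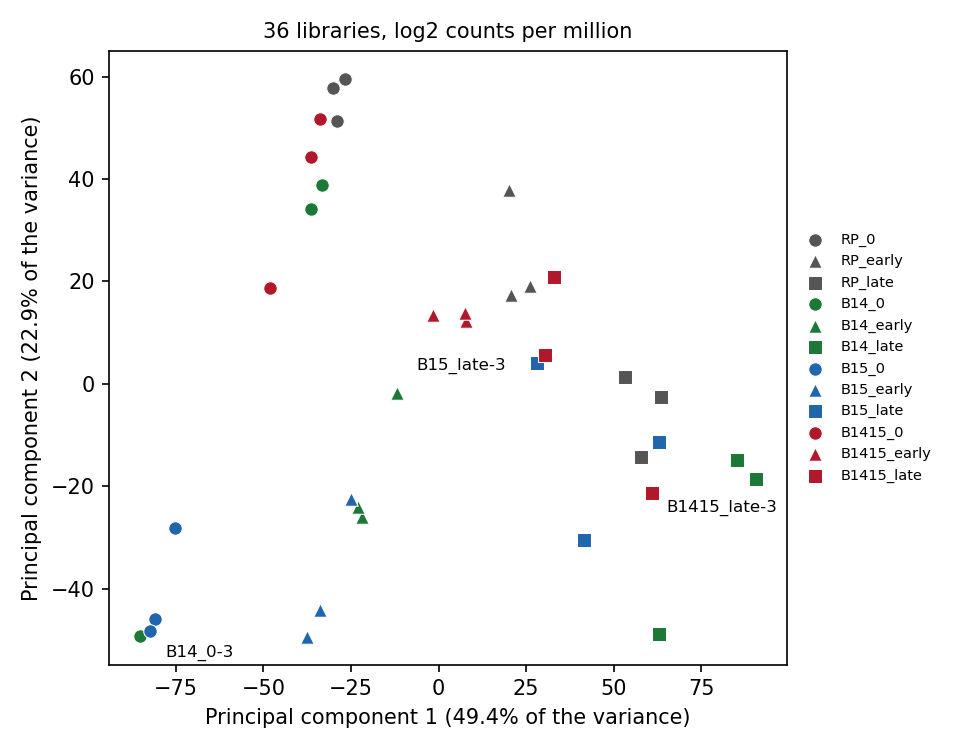
Principal components of log2 CPM of the 36 libraries, with 1 point per library, colored by line and shaped by feeding stage. The first component (49.4% of the variance) is on the x-axis and the second (22.9%) on the y-axis, and 3 libraries that lay apart from their groups are named.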

From 36 mRNA libraries, a total of 31,739,768 to 50,072,060 reads were sequenced. After removing low quality sequences, 82.38%-89.76%, 82.96%-90.53%, 81.69%-90.48%, and 87.83%-90.93% of the reads were mapped to 25,781,469-42,511,732 (RP), 32,708,227-43,047,757 (B14), 29,297,676-41,357,463 (B15), and 33,097,294-44,922,512 (B1415) rice genes, respectively (**Supplementary Table 2**).

Subsequent to normalization, the average normalized reads from three independent biological replicates were selected for further studies. 

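At the threshold of the paper's definition, 13324 genes were DEGs in at least 1 of 17 pairwise comparisons between lines or between feeding stages. With the p adjusted within each comparison by the Benjamini-Hochberg method, the number was 12957. The largest change came from testing every gene with at least 1 count in the libraries compared, which gave 17138 genes. Leaving out each library in turn gave between 13208 and 13940 genes. DESeq2 applied without the filter on low counts, the closest setting to the paper's methods, gave 15437 genes.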

In total, 14,492 DEGs were identified among 17 comparisons, including nine comparisons among the different varieties (B14_0/RP_0, B14_early/RP_early, B14_late/RP_late, B15_0/RP_0, B15_early/RP_early, B15_late/RP_late, B1415_0/RP_0, B1415_early/RP_early, B1415_late/RP_late) and eight comparisons among the different feeding stages (RP_early/RP_0, RP_late/RP_0, B14_early/B14_0, B14_late/B14_0, B15_early/B15_0, B15_late/B15_0, B1415_early/B1415_0, B1415_late/B1415_0) (**Figure 3** and **Supplementary Table 3**).

**Figure 3:**
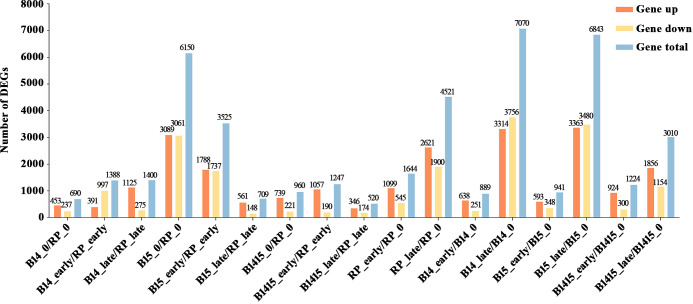
Contrast between up-regulated and down-regulated DEGs in all comparisons. “Gene up” represents the number of DEGs that were up-regulated in the compared group. “Gene down” represents the number of DEGs that were down-regulated in the compared group. “Gene total” represents the total number of DEGs in the compared group (log_2_FC > 1 or log_2_FC < -1; *P* < 0.05).

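Between 23571 and 24499 genes were tested in each of the 9 comparisons of the NILs with RP. In the non-infested plants, 461 genes were DEGs in B14_0/RP_0 (347 up, 114 down), 5828 in B15_0/RP_0 (3025 up, 2803 down) and 810 in B1415_0/RP_0 (675 up, 135 down). With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 22, 5816 and 576 of these remained. After early feeding, 1278 genes were DEGs in B14_early/RP_early, 3366 in B15_early/RP_early and 1227 in B1415_early/RP_early. After late feeding, the numbers were 1320 in B14_late/RP_late, 716 in B15_late/RP_late and 535 in B1415_late/RP_late. The setting with the largest effect on B14_0/RP_0, apart from the adjustment, was a single fit of all 36 libraries, which gave 970 DEGs. The B14_0/RP_0 number also rested on single libraries, with 1179 DEGs without B14_0-1 and 373 without B14_0-3. Without B14_early-1, B14_early/RP_early had 1918 DEGs. Without the library labelled B1415_late-3, B1415_late/RP_late had 1192 DEGs. With the same adjusted test, 959 of the late DEGs remained in B14_late/RP_late, 126 in B15_late/RP_late and 8 in B1415_late/RP_late.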

A total of 690, 1,388, and 1,400 DEGs were identified in the B14_0/RP_0, B14_early/RP_early, and B14_late/RP_late comparisons, respectively; a total of 6,150, 3,235, and 709 DEGs were identified in the B15_0/RP_0, B15_early/RP_early, and B15_late/RP_late comparisons, respectively; and a total of 960, 1,247, and 520 DEGs were identified in the B1415_0/RP_0, B1415_early/RP_early, and B1415_late/RP_late comparisons, respectively (**Figure 3**). In addition, 6,165 DEGs were identified in RP plants (1,644 in RP_early/RP_0 and 4,521 in RP_late/RP_0), 7,959 DEGs were identified in B14 plants (889 in B14_early/B14_0 and 7,070 in B14_late/B14_0), 7,784 DEGs were identified in B15 plants (941 in B15_early/B15_0 and 6,843 in B15_late/B15_0), and 4,234 DEGs were identified in B1415 plants (1,224 in B1415_early/B1415_0 and 3,010 in B1415_late/B1415_0). These results illustrate that the DEGs were responsive to BPH feeding, with a higher response in B14 and B15 plants compared to RP, and a lower response in B1415 plants than in RP plants (**Figure 3**). These results suggest the presence of different modes of regulation at the early and late herbivory stages among the different rice plants.

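Summed over the early and late feeding stages, 5528 DEGs were found in RP plants, 7523 in B14, 7531 in B15 and 4038 in B1415. The late stage held most of them, with 4127 DEGs in RP_late/RP_0, 6742 in B14_late/B14_0, 6683 in B15_late/B15_0 and 2895 in B1415_late/B1415_0. The early stage gave 1401, 781, 848 and 1143 DEGs in the same order of lines. With each library left out in turn, the sums ranged from 5515 to 6053 in RP, from 6957 to 8283 in B14, from 6830 to 8237 in B15 and from 3414 to 4722 in B1415, so the ranges of B14 and B15 lay above that of RP and the range of B1415 below it. Without the filter on low counts, the setting that moved the sums most, they were 7359 in RP, 9018 in B14, 8992 in B15 and 5273 in B1415. In B14_early/B14_0, 245 DEGs passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1493 genes were DEGs without the library B14_0-3. The following values were computed after the data had been seen. Thinning every library to the smallest total of 10601967 left 3844 DEGs in RP_late/RP_0, 6268 in B14_late/B14_0, 6320 in B15_late/B15_0 and 2661 in B1415_late/B1415_0. Compared with the non-infested RP plants instead of the non-infested plants of the same line, B14_late differed in 6733 genes, B15_late in 3989 and B1415_late in 3253.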

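Among the DEGs of the early stage, 67.5% were up-regulated in RP, 74.0% in B14, 63.4% in B15 and 77.5% in B1415. Among the late DEGs the shares were 55.9% in RP, 49.9% in B14, 49.1% in B15 and 60.6% in B1415. Whether the change with feeding differed between a NIL and RP was tested for each gene by the interaction of line and stage in the 12 libraries concerned. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the change differed from that in RP in 3 genes for B14, 1130 for B15 and 162 for B1415 at the early stage. Late in feeding it differed in 60 genes for B14, 11640 for B15 and 7 for B1415. At an unadjusted p below 0.05, the numbers were 1402, 5292 and 3053 at the early stage and 4434, 13437 and 2854 at the late stage. Without any change, 5% of the genes tested, 1237 to 1259 per test, would be below 0.05. Several of these numbers rested on single libraries. Without B14_0-3 the early stage gave 2220 genes and the late stage 917 for B14, and without B14_0-2 edgeR gave 0 at the early stage. DESeq2 on the same genes gave 60 genes for B14 at the early stage and 781 at the late stage. With the replicate number as a block, edgeR gave 0 and 3 genes for B14. Without RP_late-1 the late stage gave 2 genes for B14. Without RP_early-1 the early stage gave 367 genes for B15 and 62 for B1415, and without B15_0-2 and B1415_0-2 it gave 2431 and 502. For B1415 at the late stage, 1181 genes differed without the library labelled B1415_late-3 and 2 without RP_0-2.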

### Reference gene selection and validation of DEGs

During interactions between host plants and herbivores, reference gene expression is often suppressed (Hu et al., 2011). Normalization candidates were chosen after identifying which of the following common rice reference genes were the most stably-expressed: *RPS27α* (Os01g0328400), *ACTIN1* (Os03g0718100), *β-tubulin* (Os03g0780600), *eEF1α* (Os03g0177500), *GAPDH* (Os02g0601300), *SDHA* (Os07g0134800), *HSP* (Os03g0426900), LSD1 (Os12g0611000), *TBP* (Os03g0657000), and *Ubiquitin* (Os03g0131300). Each was evaluated using FPKM values extracted from the RNA-seq data. 

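RPS27α and ACTIN1, both among 10 genes commonly used as references in rice, had lower mean CPM after BPH feeding in every one of the 8 comparisons of a feeding stage with the non-infested plants of its line. The direction was the same in 8 of 8 comparisons under TMM scaling, under scaling by total count and under the median-of-ratios scaling of DESeq2. For RPS27α the log2 fold change lay between -1.28 and -0.27, and 6 of the 8 comparisons passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In RP it was 462 ± 32.1 CPM (SD, n = 3) in RP_0, 373 ± 17.4 in RP_early and 355 ± 20.4 in RP_late. In B14_early/B14_0 the decrease was within the spread between replicates (adjusted p = 0.578 from edgeR). In B1415_late/B1415_0 every late library lay below every non-infested library, and the adjusted p was 0.0751 by edgeR. For ACTIN1 the log2 fold change lay between -1.93 and -0.63, and 7 of 8 comparisons passed, the exception being B14_early/B14_0 (adjusted p = 0.178 from edgeR). Its level in RP was 268 ± 15.0 CPM (SD, n = 3) in RP_0, 144 ± 8.24 in RP_early and 107 ± 6.58 in RP_late. The fold change passed 2-fold in 2 comparisons for RPS27α and in 4 for ACTIN1, all 4 of them at the late stage. GAPDH also had lower means in 8 of 8 comparisons, with 7 past the same test.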

Overall, both *RPS27α* and *ACTIN1* expressions were significantly reduced after BPH herbivory in all groups. 

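Over the 12 group means, TBP had a coefficient of variation of 5.51% in CPM, the lowest of the 10 candidates. Its mean was 35.3 CPM, with the lowest group mean, 32.6 CPM, in B1415_late and the highest in B14_0. SDHA followed with 5.94% at a mean of 97.9 CPM. The next value was 14.8% for eEF1α, so that TBP and SDHA stood apart from the other 8 candidates while differing little from each other. Ranked by the SD of log2 CPM over the 36 libraries, SDHA came before TBP, with 0.108 against 0.118. SDHA also came first when replicate 1 of every group was left out, with 6.07% against 7.29% for TBP. None of the 8 comparisons of a feeding stage with the non-infested plants passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for TBP, and its log2 fold changes lay between -0.20 and 0.02. Within one gene, CPM and FPKM differ only by the gene's length and the scaling of the library.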

Compared with other candidates, *TBP* exhibited the most stable and appropriate expression level and was chosen as the endogenous reference gene for qRT-PCR validation assays (**Figure 4A**). 

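For the 8 genes of Figure 4B, CPM were set relative to the mean of the non-infested RP plants, the scale of the qRT-PCR measurements. Os01g0124000 (2.04 ± 0.191 CPM in RP_0, SD, n = 3) rose to 22.0 times this level in B1415_late, its highest group with all replicates. Without replicate 1 of every group, B15_late was highest (22.7, against 21.8 in B1415_late). Without replicate 2, B14_late was highest (23.2, against 18.8 in B1415_late). Os05g0335100 (2.37 ± 0.382 CPM) ranged from 0.166 in RP_early to 19.1 in B1415_0. It was above the RP_0 level in all 3 NILs before and after feeding. Os01g0597600 (0.763 ± 0.228 CPM) ranged from 0.648 in B1415_0 to 2.78 in B14_late, and Os10g0165300 (3.50 ± 0.509 CPM) from 0.600 in B1415_0 to 2.61 in B14_early. Os03g0592500 (325 ± 4.06 CPM) had its highest value, 2.27, in B15_0 and its lowest, 0.470, in B14_late. Os01g0615300 (87.3 ± 5.29 CPM) ranged from 0.483 in B14_late to 1.31 in B14_0, and Os03g0245200 (35.3 ± 2.86 CPM) from 0.268 in B14_late to 1.45 in B15_0. Os03g0277000 (1.74 ± 0.557 CPM) ranged from 0.327 in B14_late to 1.24 in B1415_0. Taken relative to TBP instead, the value of Os01g0124000 in B1415_late was 25.5, the largest group value of this gene under either scale.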

The expression levels of eight DEGs were determined by qRT-PCR utilizing gene-specific primers (**Supplementary Table 1**) for RNA-seq verification, and we found that the data were in agreement (**Figure 4B**).

**Figure 4:**
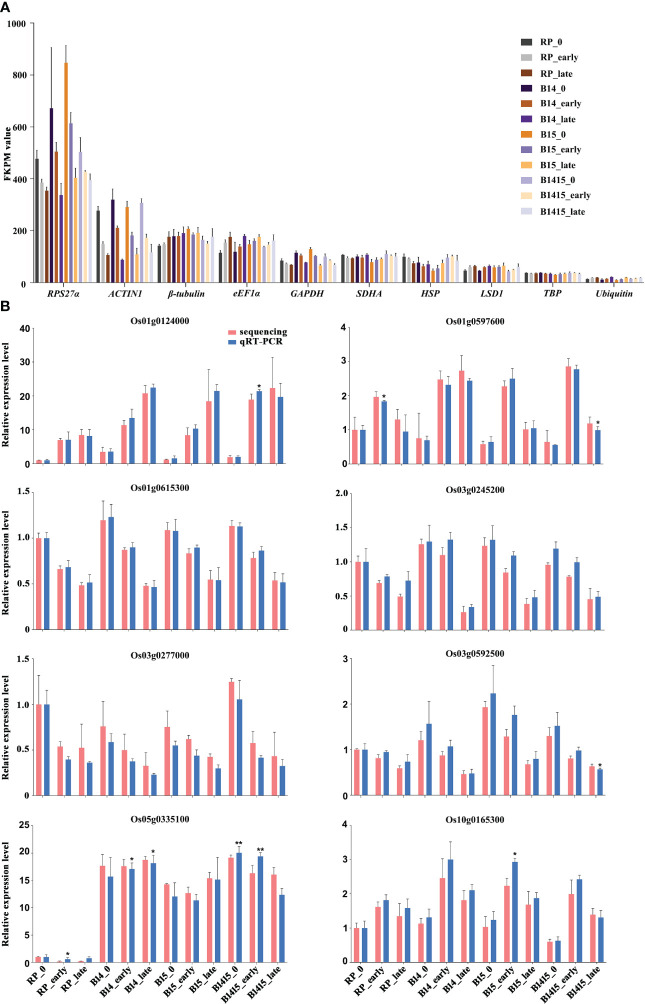
Expression profiles of mRNAs. **(A)** FKPM values of *RPS27α*, *ACTIN1*, *β-tubulin*, *eEF1α*, *GAPDH*, *SDHA*, *HSP*, *LSD1*, *TBP*, and *Ubiquitin* from RNA-seq data. **(B)** qRT-PCR was used to verify mRNA expression patterns in the RP, B14, B15, and B1415 plants. The rice *TBP* gene was used as a reference control. Gene expression was quantified relative to the value obtained from non-infested RP samples. Data represent the means of three biologically independent experiments for gene expression ± SD. All data were subjected to Student’s t-test, and asterisks indicate significant differences between RNA-seq data and qRT-PCR data for the indicated group (*P < 0.05; **P < 0.01).

### Identification of BPH resistance DEGs among the different varieties

To discover BPH resistance-associated genes, DEGs appearing in the comparisons of the resistant NIL vs. RP plants were analyzed by Venn diagrams, respectively (**Figures 5A–C**). 

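DEGs shared by B14, B15 and B1415 against RP were counted at each stage from the pairwise tests. Before feeding 63 genes were shared, of which 17 were higher and 45 lower than in RP in all 3 NILs. At the early stage 248 were shared (202 higher, 45 lower) and at the late stage 202 (186 higher, 15 lower). At each stage 1 further gene differed in direction between the NILs. The 3 comparisons of a stage share the RP libraries, so chance deviations of RP enter all of them. Groups simulated without any change, each compared with the real RP libraries in 8 draws, shared a median of 4.5, 4 and 9 genes at the non-infested, early and late stages, and at most 7, 7 and 12. They used a spread estimated from all 36 libraries and gave a mean of 87.5 calls per comparison before feeding. With a spread modelled on B14_0/RP_0, 210 unchanged genes were called, so the chance overlap before feeding may be understated. A lasting difference of the RP plants from all 3 NILs was not simulated. In the real groups, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment left 6, 195 and 4 shared genes. Apart from the adjustment, the filter on low counts moved the non-infested overlap most, which was 222 without it and 159 with DESeq2 without it. The early overlap was 98 without B14_early-3 and 395 without B14_early-2, and the late overlap was 317 without RP_late-2.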

We identified 150 overlapping DEGs in the B14_0/RP_0, B15_0/RP_0, and B1415_0/RP_0 comparisons (**Figure 5A**); 267 overlapping DEGs in the B14_early/RP_early, B15_early/RP_early, and B1415_early/RP_early comparisons (**Figure 5B**); and 218 overlapping DEGs in the B14_late/RP_late, B15_late/RP_late, and B1415_late/RP_late comparisons (**Figure 5C**). 

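Combined over the 3 stages, 434 genes were shared by the NILs against RP in at least 1 stage, and 318 of these are among the 531 genes of the paper's Supplementary Table 4. Without the filter on low counts the combined number was 907, and with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment it was 199. In 7 genes the difference was called in all 9 comparisons in one direction, 3 of them higher and 4 lower in the NILs, and all 7 are in Supplementary Table 4. Among these, Os02g0590400 had 0.882 to 21.2 CPM in the RP libraries and no count in any NIL library. Os03g0349600 had 0.752 to 2.88 CPM in RP and no count in any NIL library. Os05g0335100 was higher in the NILs, with 30.9 to 47.0 CPM against 0.161 to 2.82 CPM in RP, and passed the adjusted test in all 9 comparisons. Os05g0406550 (0.704 to 1.69 CPM in RP, 0 to 0.418 in the NILs) and Os04g0339800 (1.86 to 4.82 CPM in RP, 0 to 1.50 in the NILs) were lower in the NILs.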

By combining these overlapping results, we obtained 531 DEGs common to B14, B15, and B1415 plants before and after BPH feeding, which may be involved in BPH resistance (**Supplementary Table 4**).

**Figure 5:**
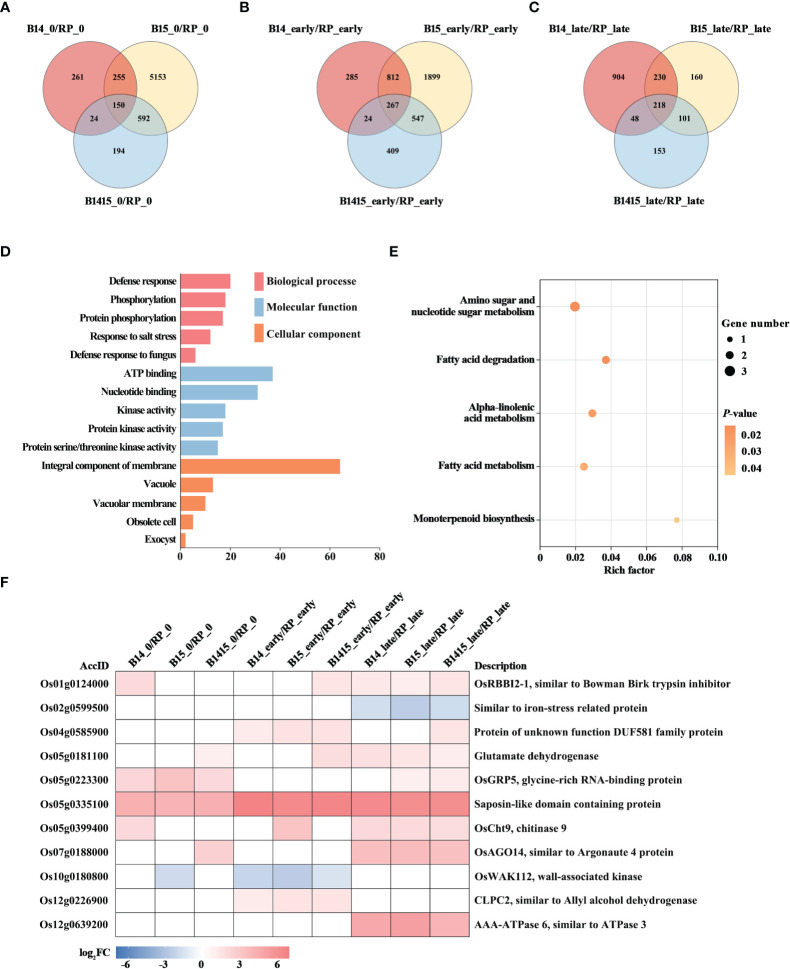
Analysis of DEGs related to BPH resistance among the different varieties. **(A-C)** Venn diagrams of the unique and shared DEGs among the different varieties. Venn diagram of the number of DEGs of the resistant NILs compared to RP at the non-infested stage **(A)**, early feeding stage **(B)**, and late feeding stage **(C)**. **(D)** Gene ontology (GO) analysis. Biological processes, molecular functions, and cellular components of the 531 common DEGs among the resistant NILs compared to RP before and after BPH feeding (*P* < 0.05). The x- and y-axes indicate the number of genes in a category and the names of the clusters, respectively. **(E)** Kyoto encyclopedia of genes and genomes (KEGG) analysis. KEGG pathway enrichment analysis of the 531 common DEGs among the resistant NILs compared to RP before and after BPH feeding (*P* < 0.05). The x- and y-axes indicate the rich factor of each pathway and the pathway name, respectively. The bubble size indicates the number of genes. The color bar indicates the *P*-value. **(F)** Hierarchical clustering analysis of 11 potential candidate DEGs related to BPH resistance among the different varieties. The color bar represents fold-change values shown in the log_2_ scale based on FPKM values.

To functionally categorize these 531 DEGs, we analyzed their associated GO terms and KEGG pathways. The DEGs were mainly enriched in the defense response, phosphorylation, and salt stress response GO biological processes; in the ATP binding, nucleotide binding, and kinase activity GO molecular functions; and the integral component of membrane, vacuole, and vacuolar membrane GO cellular components (**Figure 5D**). For KEGG analysis, the BPH-responsive DEGs were found to be primarily enriched in alpha-linolenic acid metabolism, amino sugar and nucleotide sugar metabolism, fatty acid metabolism, fatty acid degradation, and monoterpenoid biosynthesis. (**Figure 5E**).

Finally, we comprehensively evaluated both the expression patterns of and the relevant research reports pertaining to the identified DEGs, and ultimately landed on 11 BPH resistance-related genes. Among these, nine were significantly up-regulated in the resistant NIL plants compared with RP plants before and after BPH herbivory, while two (Os02g0599500 and Os10g0180800) were down-regulated in the resistant NIL plants compared with RP plants before and after BPH herbivory (**Figure 5F**).

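The 11 genes of Figure 5F were compared in the 9 tests of a NIL against RP. Of the 99 pairs of gene and comparison, 69 passed the filter on low counts. In 64 of these the difference had the direction the paper gives, and in 43 it was a DEG in that direction, 30 of them with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None was a DEG in the other direction, by edgeR at the unadjusted threshold. Before feeding, 9 of 21 tested pairs were DEGs, against 15 of 22 at the early stage and 19 of 26 at the late stage. Os05g0335100 alone was a DEG in all 9 comparisons, with log2 fold changes from 4.05 to 6.73. Os10g0180800 was lower in all 9, with log2 fold changes from -2.57 to -0.63, and 4 of these passed 2-fold. Its level fell from 122 ± 2.89 CPM (SD, n = 3) in RP_early to 21.0 ± 2.33 in B15_early, and in B14_0 (43.9 ± 23.3) the difference from RP_0 (66.7 ± 4.22) was within the spread of the replicates. Os02g0599500 was tested only at the late stage, where it was lower in all 3 NILs (log2 fold changes from -2.47 to -1.70). Os05g0399400 was tested in 4 comparisons and was up-regulated in them (1.86 to 3.22). Os12g0226900 was a DEG only at the early stage, with log2 fold changes of 1.21, 1.48 and 1.49. Os01g0124000 was higher in all 9 comparisons (0.40 to 1.90) and a DEG in 5. Os04g0585900 was higher in its 8 tested comparisons (0.21 to 1.55) and a DEG in 5. Os05g0181100 (-0.15 to 1.81) and Os05g0223300 (-0.39 to 3.27) were DEGs in 5 comparisons each. Os07g0188000 (0 to 8 counts per library) and Os12g0639200 (0 to 15 counts) passed the filter in no comparison and were not tested here. In 7 pairs the call was lost when 1 library was left out. Os01g0124000 in B15_late/RP_late fell to 0.64 without the library labelled B15_late-3 and to 0.94 without RP_late-2. For Os04g0585900 the call in B15_late/RP_late was lost with DESeq2 and without B15_late-2 (1.06), B15_late-3 (0.95), RP_late-1 (1.05) or RP_late-3 (1.03). Its call in B1415_late/RP_late was lost without B1415_late-2 (0.97), RP_late-1 (1.21) or RP_late-3 (1.19). For Os05g0181100 the call in B1415_0/RP_0 was lost without B1415_0-1 (1.00), B1415_0-3 (0.90), RP_0-1 (0.90) or RP_0-2 (0.86), and that in B1415_late/RP_late without RP_late-1 (0.86). For Os05g0223300 the call in B15_late/RP_late was lost without B15_late-2 (0.92), RP_late-2 (0.81) or RP_late-3 (0.91), and that in B1415_late/RP_late without B1415_late-2 (0.99) or RP_late-2 (0.99).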

### Identification of BPH resistance DEGs among the different feeding stages

The DEGs of both resistant NIL and RP plants at the early and late stages of herbivory were compared with those at the non-infested stage using Venn diagrams (**Figures 6A, B**). A total of 31 DEGs were specifically expressed in B14_early/B14_0, B15_early/B15_0, and B1415_early/B1415_0, while a total of 228 DEGs were specifically expressed in B14_late/B14_0, B15_late/B15_0, and B1415_late/B1415_0 (**Figures 6A, B**). 

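At the early stage, 26 genes were DEGs in B14, B15 and B1415 and not in RP, of which 17 rose and 8 fell in all 3 NILs. The same criterion was met at the late stage by 221 genes, of which 102 rose and 118 fell. At each stage 1 gene differed in direction between the NILs. Of the early genes, 22 were tested in RP_early/RP_0, and 21 of these changed in RP in the direction they took in B14. The change in RP passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in that direction for 15 of them without reaching 2-fold. Of the late genes, 200 were tested in RP_late/RP_0, 196 changed in the direction they took in B14 and 152 passed the same test in it. The median absolute log2 fold change of the early genes was 0.73 in RP and 1.29 in B14, and that of the late genes was 0.82 in RP and 1.60 in B14. The lists required more than 2-fold in B14 and no call in RP, so this gap follows in part from the selection. The early number was 3 when the adjusted p was used in place of the unadjusted one, the largest change among the settings tried, and 17 without the library B14_early-2.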

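The union of the early and late DEGs found in the 3 NILs and not in RP held 246 genes, of which 199 are among the 258 genes of the paper's Supplementary Table 5. For these genes the change with feeding in each NIL was compared with that in RP by the interaction of line and stage. The list was chosen on the same libraries, so the test adjusted over the list alone is not independent evidence. Adjusted over the list alone, the change of the 26 early genes differed from that in RP in 3 genes for B14, 1 for B15 and 12 for B1415, and in 1 gene (3.8%) for all 3 NILs. Adjusted over all genes tested, the numbers were 0, 1 and 4, and no gene passed for all 3 NILs. For the 221 late genes, 41 passed for B14, 112 for B15 and 0 for B1415 when adjusted over the list alone, and none for all 3. Over all genes tested, 1 passed for B14, 107 for B15 and 0 for B1415 by edgeR. Of the genes that the paper's own values place in the early list, 27 could be tested, and 3 of them (11.1%) passed for all 3 NILs when adjusted over the list alone. In the paper's late list, 209 genes could be tested and none passed for all 3.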

The common DEGs were further pooled, and 258 DEGs were found to be shared only in resistant NILs during the early or late stages of BPH feeding (**Supplementary Table 5**).

**Figure 6:**
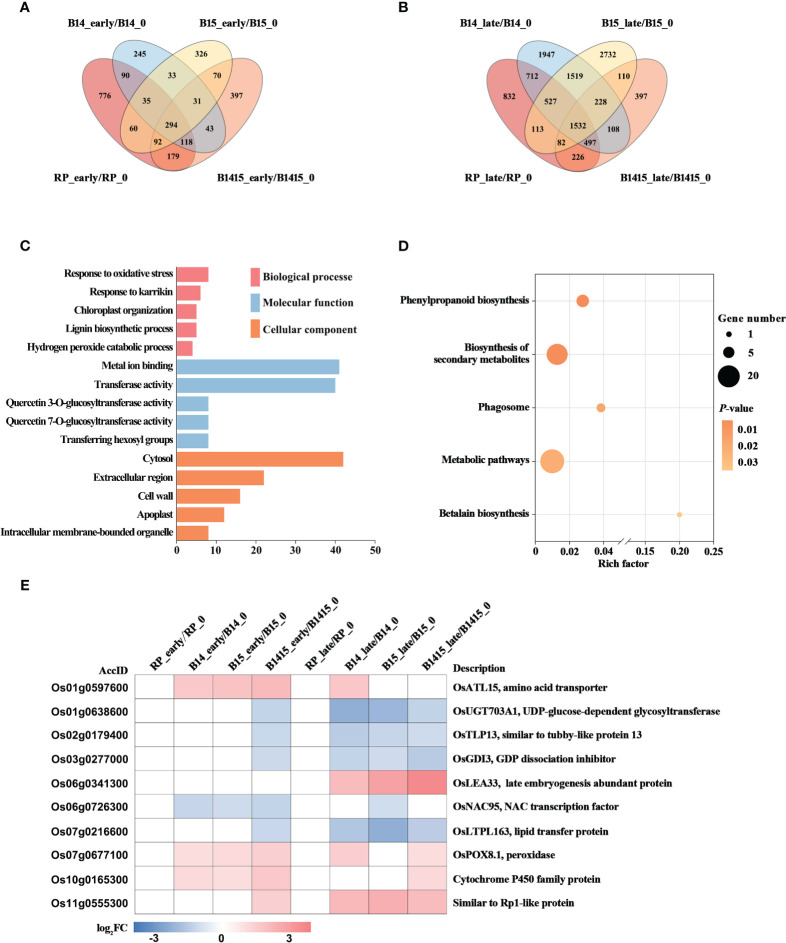
Analysis of DEGs related to BPH resistance among the different feeding stages. **(A, B)** Venn diagrams of the unique and shared DEGs among the different feeding stages. Venn diagram of the number of DEGs in early feeding stage **(A)** and late feeding stage **(B)** of the resistant NILs and RP compared to themselves at the non-infested stage. **(C)** Gene ontology (GO) analysis. Biological processes, molecular functions, and cellular components of the 258 DEGs which were shared only in resistant NILs obtained among the different feeding stages (*P* < 0.05). The x- and y-axes indicate the number of genes in a category and the names of the clusters, respectively. **(D)** Kyoto encyclopedia of genes and genomes (KEGG) analysis. KEGG pathway enrichment analysis of the 258 DEGs which were shared only in resistant NILs at the early or late stages of BPH feeding (*P* < 0.05). The x- and y-axes indicate the rich factor in each pathway and the pathway name, respectively. The bubble size indicates the number of DEGs. The color bar indicates the *P*-value. **(E)** Hierarchical clustering analysis of ten potential candidate DEGs related to BPH resistance among the different feeding stages. The color bar represents fold-change values shown in the log_2_ scale based on FPKM values.

To functionally categorize these 258 DEGs, we analyzed their associated GO and KEGG pathways. The DEGs were mainly enriched in the response to oxidative stress, chloroplast organization, and response to karrikin GO biological processes; the metal ion binding, transferase activity, and glucosyltransferase activity GO molecular functions; and the cytosol, cell wall, and extracellular region GO cellular components (**Figure 6C**). For KEGG analysis, the BPH-responsive DEGs were found to be primarily enriched in betalain biosynthesis, biosynthesis of secondary metabolites, metabolic pathways, phagosome, and phenylpropanoid biosynthesis (**Figure 6D**).

Finally, we comprehensively evaluated both the expression patterns of and the relevant research reports pertaining to the identified DEGs, and ultimately landed on 10 BPH resistance-related genes. Most of these candidates, excluding Os06g0341300, were rapidly up- or down-regulated during the early BPH feeding stage, specifically in resistant NIL plants, with significant differences remaining during the late herbivory stages (**Figure 6E**).

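The 10 genes of Figure 6E were tested in the 8 comparisons of a feeding stage with the non-infested plants of the same line. At the early stage, 25 of 30 pairs of gene and NIL passed the filter on low counts, 17 were DEGs and 13 of these passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Os01g0597600, Os06g0726300, OsPOX8.1 (Os07g0677100) and Os10g0165300 were DEGs in all 3 NILs at this stage. At the late stage, 28 pairs were tested, 21 were DEGs and 19 passed, and Os01g0638600, Os02g0179400, Os03g0277000, Os07g0216600 and Os11g0555300 were DEGs in all 3 NILs. Os06g0341300 was tested only in B14_late/B14_0, where it rose by 2.04 on the log2 scale (adjusted p = 0.0192 from edgeR), and had 0 to 25 counts per library. In RP, none of the 9 genes tested reached 2-fold at either stage. At the early stage 8 of the 9 changed in RP in the direction of the NILs in which they were tested. For Os11g0555300 this was B1415 alone. Its mean fell in B14 (from 0.471 to 0.346 CPM) and in B15 (from 0.251 to 0.161 CPM), where it was not tested. Of the 8 genes, 6 passed the same adjusted test. These were Os01g0597600 (log2 fold change 0.98), Os01g0638600 (-0.68), Os03g0277000 (-0.86), Os06g0726300 (-0.64), OsPOX8.1 (0.67) and Os10g0165300 (0.71). At the late stage 8 changed in the direction of the NILs in RP and 5 passed. In the interaction of line and stage, 27 pairs could be tested at the early stage and 28 at the late stage. Adjusted over all genes, 0 early and 2 late pairs passed, and adjusted over the list alone 5 early and 5 late pairs passed. The list was chosen on these libraries, so the latter is not independent evidence, and no gene passed for all 3 NILs. In 11 pairs other than those of OsPOX8.1 the call was lost when 1 library was left out. For Os10g0165300 this held in B14_early/B14_0 without B14_0-2 (0.97) or B14_early-2 (0.96), and in B15_early/B15_0 without B15_0-1 (0.81) or B15_early-3 (0.93). For Os06g0726300 it held in B14_early/B14_0 without B14_0-3 (-0.99), and in B15_late/B15_0 without B15_0-3 (-0.96), B15_late-1 (-0.99) or B15_late-3 (-0.91). For Os02g0179400 it held in B15_late/B15_0 without B15_late-1 (-0.90), and in B1415_late/B1415_0 without B1415_late-1 (-0.99) or B1415_late-3 (-0.95). For Os03g0277000 it held in B1415_early/B1415_0 without B1415_early-3 (-0.97), in B15_late/B15_0 without B15_0-2 (-0.96), B15_0-3 (-0.97) or B15_late-3 (-0.97), and in B14_late/B14_0 without B14_0-1 (-1.02), B14_late-1 (-1.17) or B14_late-2 (-1.06). For Os07g0216600 it held in B1415_early/B1415_0 without B1415_0-2 (-0.97), and in B1415_late/B1415_0 without B1415_0-1 (-1.36), B1415_0-2 (-1.24), B1415_late-1 (-1.04) or B1415_late-2 (-1.26). The call of Os07g0216600 in B1415_late/B1415_0 was also lost with the replicate number as a block in edgeR (-1.52), and that of Os03g0277000 in B15_late/B15_0 with DESeq2 without the filter (-1.05).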

### Verification of candidate DEGs related to BPH resistance

Defense against BPH and other pathogens often involves the generation of ROS (Hu et al., 2017). Specifically, the rapid accumulation of ROS serves as a signal that coordinates an astonishing diversity of defense processes, while also being directly toxic to intruders (Gechev et al., 2006). The *OsPOX8.1* gene, encoding a class III peroxidase, is highly up-regulated in response to blast and bacterial blight, where it is involved in the generation of ROS (Yin et al., 2000; Xiao et al., 2015). Here, the BPH-responsive candidate gene *OsPOX8.1* was found to belong to the GO category “response to oxidative stress” (**Figure 6C**). Through qRT-PCR validation, we found that *OsPOX8.1* was significantly up-regulated by BPH herbivory only in B14, B15, and B1415 plants, and the degree of up-regulation was higher in B1415 plants than in B14 or B15 plants. 

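In the RNA-seq data, OsPOX8.1 (Os07g0677100) had 7.94 ± 0.304 CPM in RP_0, 12.5 ± 0.627 in RP_early and 10.6 ± 2.38 in RP_late (SD, n = 3). The level in B14 was 5.30 ± 1.21, 10.7 ± 0.601 and 15.1 ± 1.37 CPM at the same stages, and in B15 it was 5.63 ± 2.15, 11.9 ± 0.642 and 10.9 ± 2.01. In B1415 it was 5.31 ± 1.22, 14.8 ± 1.79 and 10.7 ± 1.89 CPM. The rise was 0.67 on the log2 scale in RP_early/RP_0 (standard error 0.119, adjusted p = 6.86e-05) and 0.45 in RP_late/RP_0 (0.151, 0.0125), with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the NILs the early rise was 1.03 in B14 (standard error 0.210, adjusted p = 0.0689 from edgeR), 1.10 in B15 (0.205, 0.00116) and 1.49 in B1415 (0.165, 6.89e-06). The late rise was 1.55 in B14 (0.210, 0.00153), 0.96 in B15 (0.246, 0.00436) and 1.01 in B1415 (0.207, 0.00405) by edgeR. In RP as in each NIL, every infested library was above every non-infested library of its line at both stages. The 2-fold threshold was missed in B14_early/B14_0 without B14_0-1 (0.91), in B15_early/B15_0 without B15_0-2 (0.90) and in B1415_late/B1415_0 without B1415_late-2 (0.89). Relative to TBP, as in qRT-PCR, the early rise was 0.78 in RP, 1.17 in B14, 1.06 in B15 and 1.55 in B1415 on the log2 scale. The smallest adjusted p among the 6 tests of whether the rise in a NIL differed from that in RP was 0.0697, for B1415 at the early stage, where the rise was larger by 0.80 on the log2 scale. Adjusted over the list alone, the 10 genes of Figure 6E, the p was 0.00528 for B1415 at the early stage and 0.0125 for B14 at the late stage by edgeR, where the rise was larger by 1.10. The list was chosen on these libraries, so this is not independent evidence. Between B1415 and the lines with a single resistance gene, the difference in the rise had adjusted p of 1.00 (B14) and 0.569 (B15) at the early stage, and 0.423 and 0.888 at the late stage, by edgeR.

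**Figure D2:**
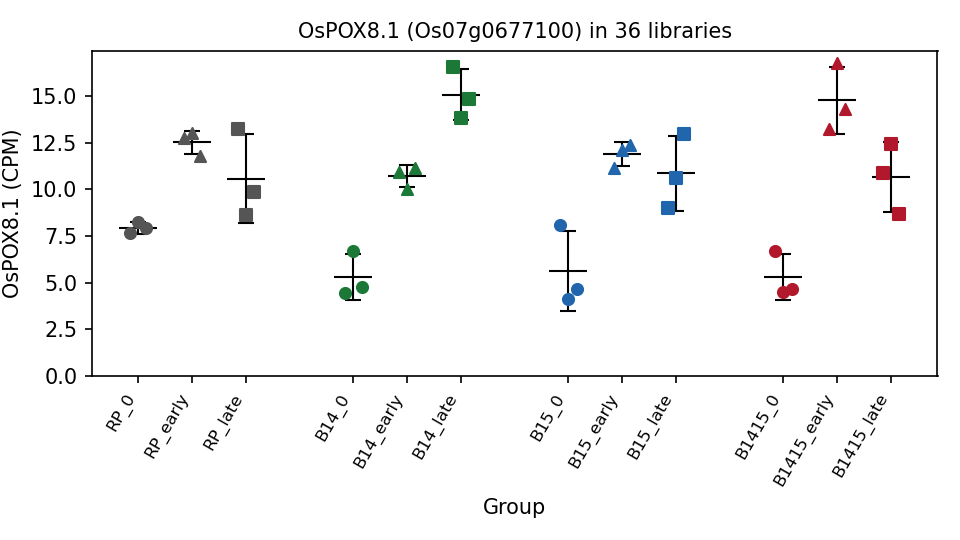
CPM of OsPOX8.1 (y-axis) at the non-infested, early and late stages (x-axis) in RP, B14, B15 and B1415, with 1 point per library and bars for mean ± SD (n = 3). The non-infested mean is 7.94 CPM in RP and between 5.30 and 5.63 CPM in the NILs, and means after feeding lie between 10.6 and 15.1 CPM in all lines.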

Consistent with the RNA-seq results, *OsPOX8.1* expression was responsive from the early through the late feeding stages (**Figure 1A**).

To verify whether *OsPOX8.1* regulates ROS levels, rice protoplasts were first transformed with *OsPOX8.1*. An empty vector construct (control, CK) and an auto-activated construct of the NB domain of BPH14 (BPH14-NB) were utilized as negative and positive controls, respectively (Hu et al., 2017). According to the immunoblotting experiments, each of the transformed proteins exhibited expected expression patterns (**Figure 1B**). ROS production in the protoplast lines was measured histochemically using the chemiluminescence method. The protoplasts transformed with *OsPOX8.1* exhibited ROS accumulation, which was significantly stronger than that of protoplasts transformed with CK, but weaker than that of the protoplasts transformed with BPH14-NB (**Figure 1C**). These results indicated that *OsPOX8.1* enhanced ROS production in rice protoplasts.

## Discussion

Pyramiding lines containing both *BPH14* and *BPH15* exhibit more durable and effective protection than lines containing only *BPH14* or *BPH15* (Li et al., 2011; Hu et al., 2012; Jiang et al., 2018). However, the molecular mechanisms of BPH resistance underlying *BPH14*/*BPH15* pyramiding lines are poorly understood. This study is the first to perform an RNA-seq analysis of NILs containing either *BPH14* or *BPH15*, or both, as well as their RP. The data presented here aid our understanding of the regulatory mechanisms of BPH resistance gene pyramiding lines upon BPH attack.

Consistent with the previous study (Wang et al., 2019), performance and evaluation of *BPH14*/*BPH15* pyramiding NILs against BPH showed that pyramiding *BPH14* and *BPH15* in ‘Wushansimiao’ resulted in significantly enhanced resistance to BPH, with the B1415 plants exhibiting much stronger BPH resistance than the B14 or B15 plants (**Figure 2**). In addition, there were significant differences in honeydew production on the resistant NIL and RP plants 12 h after infestation (**Figure 2E**), these results suggested that stronger resistance factors (e.g. callose deposits on sieve plates) might exist to prevent the phloem sap ingestion by BPH from resistant NIL plants than from RP plants (Hao et al., 2008). Therefore, the RNA samples from the NIL and RP plants were categorized as either early feeding stage (before 12 h), late feeding stage (after 12 h), or non-infested.

By comparing mRNA expression between the B14, B15, B1415, and RP plants before and after BPH infestation, a total of 14,492 DEGs were identified among 17 comparisons (**Figure 3**). Although a comparison of the RNA-seq results between B1415 and RP plants was sufficient to identify BPH resistance-associated DEGs, studying the RNA-seq results of B14 and B15 plants may provide more details about the mechanism of rice resistance to BPH, and may also more accurately and reliably identify DEGs related to BPH resistance. 

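At the early stage, 1162 DEGs of B14_early/RP_early, 3332 of B15_early/RP_early and 1069 of B1415_early/RP_early passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At the late stage, 959 passed in B14_late/RP_late, 126 in B15_late/RP_late and 8 in B1415_late/RP_late. The early counts of B14 and B1415 differed by 51 DEGs at the unadjusted threshold, less than the change without B14_early-1, which gave 1918 DEGs in B14_early/RP_early. The late numbers of B15 and B1415 depended on single libraries. Without the library labelled B1415_late-3, B1415_late/RP_late had 1192 DEGs, of which 791 passed the adjusted test. Leaving out any of its other libraries gave 430 to 727 DEGs, of which 4 or 5 passed. Without the library labelled B15_late-3, B15_late/RP_late had 847 DEGs, of which 226 passed. Without RP_late-1, B15_late-2, RP_late-3 or RP_late-2 the number that passed was 4, 8, 10 or 40, and without B15_late-1 it was 131. With the libraries labelled B1415_late-3 and B15_late-3 left out, B1415 had more DEGs at the late stage than B15.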

There were fewer DEGs detected in the B1415_early/RP_early and B1415_late/RP_late comparisons than in the B14_early/RP_early and B14_late/RP_late comparisons or the B15_early/RP_early and B15_late/RP_late comparisons during the early and late feeding stages. These results indicate that the B1415 plants experienced less damage and had a relatively normal physiological status compared to the other plants due to their strong BPH resistance (**Figure 3**). 

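From the smaller number of DEGs against RP, the paper reasons that B1415 plants were less damaged and had a relatively normal physiological status because of their strong resistance. Relative to their own non-infested plants, the B1415 plants had fewer late DEGs than RP plants in each fit that left out 1 library of these groups. With the library labelled B1415_late-3 left out the number was 2271. At the early stage B1415 had 1143 DEGs, fewer than RP (1401) but more than B14 (781) and B15 (848).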

Meanwhile, the B1415 plants had more up-regulated than down-regulated DEGs, implying that the expression of BPH resistance-related genes might be up-regulated in B1415 plants (**Figure 3**).

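Of the DEGs of B1415 against RP, 83.3% were up-regulated in B1415 before feeding. After early feeding 1100 were up and 127 down (89.6% up), and at the late stage 418 were up and 117 down (78.1% up). With DESeq2 on the same genes the shares were 84.4%, 90.1% and 76.9%, and with DESeq2's size factors in edgeR they were 83.0%, 89.4% and 77.6%. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 495 of 576 DEGs were up-regulated before feeding and 964 of 1069 at the early stage. Late in feeding 3 genes were up and 5 down at an adjusted p. Without the library labelled B1415_late-3, 620 late DEGs were up-regulated and 572 down-regulated. B15 plants also had more up- than down-regulated DEGs against RP at the late stage (621 up, 95 down), as did B14 plants (1111 up, 209 down). After early feeding, B14 plants had 383 DEGs up and 895 down.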

The selection of an appropriate reference gene which exhibits minimal changes in expression during a particular experiment is critical to the accuracy of qRT-PCR analyses. Various housekeeping genes show a certain degree of variability during plant-pathogen and plant-herbivore interactions (Hu et al., 2011). The expressions of some novel candidate reference genes were modified due to metabolic alterations and organ-specific gene expression reprogramming in response to invasion (Mascia et al., 2010). For instance, the conventional reference gene *ACTIN1* exhibits greater dynamic changes in infected plants due to its involvement in the transport of defense-related compounds (Henty-Ridilla et al., 2014). We compared the stability of ten novel reference gene candidates: *RPS27α, ACTIN1*, *β-tubulin*, *eEF1α*, *GAPDH*, *SDHA*, *HSP*, *LSD1*, *TBP*, and *Ubiquitin*. Upon comparison of the FPKM values extracted from the RNA-seq data, identical rankings were observed for the most stable reference gene *TBP*, which is in accordance with prior reports (Hu et al., 2011; Guo et al., 2018; Tan et al., 2020). In contrast, *RPS27α* and *ACTIN1* were ranked among the least stable, suggesting that these genes experience highly variable expression during BPH infestation.

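RPS27α had a coefficient of variation of 37.3% over the 12 group means, from 330 CPM in B14_late to 962 CPM in B15_0. ACTIN1 had 46.6%, from 85.8 CPM in B14_late to 337 CPM in B14_0. These were the ninth and the tenth of the 10 candidates under each of the scalings and measures tried and with each replicate number left out. The coefficient was 28.3% for GAPDH, 20.6% for Ubiquitin, 18.7% for HSP, 15.9% for β-tubulin and 15.6% for LSD1. The highest group mean was 3.93 times the lowest for ACTIN1, 2.92 times for RPS27α and 1.23 times for TBP. The highest group means of RPS27α and ACTIN1 were both in non-infested NIL plants, and B14_0 had a large spread between replicates for RPS27α (716 ± 320 CPM, SD, n = 3).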

A total of 531 DEGs appeared in B14, B15, and B1415 plants, compared to RP plants, before and after BPH infestation. In addition, a greater number of overlapping DEGs were identified in comparisons of different varieties during BPH feeding (267 and 218 overlapping DEGs, as shown in **Figures 5B, C**, respectively) than before BPH feeding (150 overlapping DEGs, as shown in **Figure 5A**), suggesting that many DEGs were activated to defend against BPH infestation. These DEGs were most enriched in defense response (GO), which is consistent with the above conclusion (**Figure 5D**). In addition, KEGG pathway analysis suggested that the responses of resistant NILs against BPH were compensatory or tolerance-enhancing in nature. Specifically, these DEGs were found to be related to alpha-linolenic acid metabolism, amino sugar and nucleotide sugar metabolism, fatty acid metabolism, fatty acid degradation, and monoterpenoid biosynthesis (**Figure 5E**). 

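Of the 248 genes shared by the 3 NILs against RP at the early stage, 12 were also shared before feeding, as were 9 of the 202 late genes. Compared with the non-infested plants of the same line, 31 of the early genes were up-regulated DEGs in B14_early, 11 in B15_early and 23 in B1415_early, and 8 were up-regulated in all 3. No DEG was called for 194 of them in any NIL between the early and the non-infested stage, by edgeR at the unadjusted threshold. Of the late genes, 118 were up-regulated DEGs in B14_late, 18 in B15_late and 16 in B1415_late, 11 of them in all 3, and 46 were called in no NIL. In RP, 39 of the early and 29 of the late genes were DEGs after feeding, of which 17 and 8 were down-regulated. With the libraries labelled B15_late-3 and B1415_late-3 left out, a choice made after the data had been seen, 231 genes were shared at the late stage, and 78 of them with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.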

Based on the expression patterns of, and relevant references pertaining to, the above DEGs, 11 genes were chosen as potential BPH resistance candidates (**Figure 5F**). The Bowman-Birk trypsin inhibitor plays a role in the plant biotic stress response by inhibiting trypsin activity (Pang et al., 2013). Iron stress can activate the immune response, and plants may recognize pathogens by way of iron depletion (Herlihy et al., 2020). In *Arabidopsis*, *increased resistance to myzus persicae 1* (*IRM1*) (encoding DUF581 domain-containing protein) overexpression confers aphid resistance (Chen et al., 2013). Furthermore, *glycine-rich RNA-binding protein* (*GRP*) gene knock-out *Arabidopsis* lines are less resistant to *Pseudomonas* (Fu et al., 2007). Egg production and embryonic development of *Meloidogyne incognita* is reduced by chitinase gene expression (Chan et al., 2010). In response to herbivory, Argonautes (AGOs) modulate several defense regulation nodes (Pradhan et al., 2017). In rice, the wall-associated kinases (WAKs) act as both negative and positive regulators of fungal defense (Delteil et al., 2016). Disease susceptibility, the hypersensitive response, and pathogen growth are activated by co-suppression of *CLPC1* and *CLPC2* (Ali et al., 2019). In addition, glutamate dehydrogenase (GDH), saposin-like domain containing protein, and OsAAA-ATPase are importance in pathogen defense (Pageau et al., 2006; Muñoz et al., 2010; Liu et al., 2020b).

The BPH resistance DEGs were then compared between the different feeding stages. There were 258 DEGs shared only among resistant NILs during either the early or late stages of BPH feeding. Interestingly, there were fewer overlapping DEGs (31 of 258 DEGs) specifically expressed in resistant NILs at the early feeding stage and many more overlapping DEGs (228 of 258 DEGs) specifically expressed in resistant NILs are the late feeding stage. These results imply that certain central signal genes rapidly responded to BPH herbivory at the early stage while many more functional DEGs responded to the signal and were activated to defend against the damage caused by BPH invasion (**Figures 6A, B**). 

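The early list of genes called in all 3 NILs and not in RP and the late list had 1 gene in common. The numbers of DEGs behind the lists differed in the same way, since each NIL had more DEGs at the late than at the early stage. Without the library labelled B1415_late-3 the late list held 151 genes, and without B1415_late-2 it held 331. With the libraries labelled B15_late-3 and B1415_late-3 both left out, a choice made after the data had been seen, it held 150 genes.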

The results of the GO analysis further supported our assumption, as these DEGs were enriched in response to oxidative stress, chloroplast organization, and response to karrikin, all of which are associated with the biotic stress response (**Figure 6C**). Meanwhile, the DEGs were also enriched in secondary metabolite biosynthesis and phenylpropanoid biosynthesis (KEGG) (**Figure 6D**). Ten DEGs were selected as potential BPH resistance candidates, which are associated with either pathogen or herbivore resistance (**Figure 6E**). In rice, the gene *OsATL15* was found to facilitate thiamethoxam accumulation and increase the efficacy of thiamethoxam against BPH (Xiao et al., 2022). In maize, the recessive resistance gene *dissociation inhibitor alpha* (*ZmGDIα*) was found to provide quantitative recessive resistance to maize rough dwarf disease (MRDD) (Liu et al., 2020a). The NAC transcription factors are both negative and positive regulators of downstream defense genes during plant-pathogen interactions. For example, the NAC transcription factor *RIM1* is a negative regulator of rice dwarf virus resistance (Bian et al., 2020). The *lipid transfer protein* (*LTP*) gene coordinates plant resistance to insects and fungi by redirecting metabolic flux (Chen et al., 2021). The peroxidase gene *OsPOX8.1* is strongly induced after pathogen infection, likely through accumulation of ROS (Sun et al., 2014). Here, we confirmed that *OsPOX8.1* could be rapidly and stably induced by BPH infestation, and that overexpression of *OsPOX8.1* in rice protoplasts could increase ROS production (**Figure 1**). Overexpression of *Oryza sativa Rp1-like 1* (*OsRP1L1*) increased resistance to *Xanthomonas* strains *PXO341* and *PXO86* (Wang et al., 2013). In addition, UDP-glucose-dependent glycosyltransferase, late embryogenesis abundant proteins, tubby-like proteins, and cytochrome P450 family proteins are all involved in pathogen defense (Cai et al., 2008; Park et al., 2011; Liu et al., 2013; Wang et al., 2022).

## Conclusion

This was the first endeavor to precisely identify DEGs functionally associated with BPH resistance in NILs pyramiding *BPH14* and *BPH15*. For this purpose, RNA-seq data were generated from 36 mRNA libraries constructed from NILs containing either *BPH14*, *BPH15*, or both *BPH14/BPH15*, as well as their RP, before and after BPH herbivory. The DEGs related to BPH resistance were mainly enriched in defense response and oxidative stress. Additionally, 21 DEGs were chosen as probable BPH resistance candidates by analyzing their expression in different varieties at different feeding stages. One of them, *OsPOX8.1*, was validated in rice protoplasts to increase the accumulation of ROS. Our study not only enhances our understanding of plant-insect interactions in resistance gene pyramiding lines, but will also be foundational for comprehensive functional analyses of the identified candidate DEGs to aid in the improvement of BPH-resistant rice.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE232449.

## Author contributions

JL, AY, and LH conceived and designed the research. LH, DY, HW, XD, YZ, LN, BW, MX, HQ, and TM participated in the experiments. LH and DY analyzed the data. HW provided the NILs containing *BPH14*, *BPH15*, and *BPH14*/*BPH15*, as well as their recurrent parent. LH, AY, and JL wrote the manuscript. DY and HW helped to edit the manuscript. All authors read and approved the final manuscript.

# Supplementary material for: Transcriptome analysis revealed differentially expressed genes in rice functionally associated with brown planthopper defense in near isogenic lines pyramiding BPH14 and BPH15
**Source:** Front Plant Sci. 2023 Aug 8;14:1250590. doi: 10.3389/fpls.2023.1250590
**Supplement:** Supplementary file 2

**Supplementary Table 2 Summary of mRNA sequence data.**

| Samples | Total reads | Clean reads | Mapped reads | No. of mapped genes |
| --- | --- | --- | --- | --- |
| RP_0-1 | 38,786,156 | 38,362,672  (98.91%) | 34,372,625  (89.60%) | 29,259 |
| RP_0-2 | 40,686,504 | 40,271,930  (98.98%) | 36,044,018  (89.50%) | 29,197 |
| RP_0-3 | 42,906,078 | 42,470,954  (98.99%) | 38,123,580  (89.76%) | 29,336 |
| RP_early-1 | 44,024,448 | 43,516,926  (98.85%) | 38427002  (88.30%) | 29,561 |
| RP_early-2 | 48,056,214 | 47,541,228  (98.93%) | 42,511,732  (89.42%) | 29,608 |
| RP_early-3 | 48,083,072 | 47,553,774  (98.90%) | 42,496,404  (89.36%) | 29,668 |
| RP_late-1 | 46,572,440 | 46,199,270  (99.20%) | 40,947,935  (88.63%) | 29,382 |
| RP_late-2 | 31,739,768 | 31,294,946  (98.60%) | 25,781,469  (82.38%) | 28,869 |
| RP_late-3 | 37,550,164 | 37,025,504  (98.60%) | 32,392,732  (87.49%) | 29,439 |
| B14_0-1 | 46,552,380 | 46,045,630  (98.91%) | 41,418,944  (89.95%) | 29,523 |
| B14_0-2 | 40,488,716 | 40,037,036  (98.88%) | 36,171,079  (90.34%) | 29,238 |
| B14_0-3 | 38,386,272 | 37,971,498  (98.92%) | 34,008,791  (89.56%) | 28,626 |
| B14_early-1 | 47,925,310 | 47,549,816  (99.22%) | 43,047,757  (90.53%) | 29,430 |
| B14_early-2 | 45,507,594 | 44,926,526  (98.72%) | 37,272,639  (82.96%) | 29,221 |
| B14_early-3 | 45,118,074 | 44,634,756  (98.93%) | 39,859,010  (89.30%) | 29,762 |
| B14_late-1 | 37,404,550 | 36,902,102  (98.66%) | 32,708,227  (88.64%) | 29,317 |
| B14_late-2 | 45,675,402 | 45,099,900  (98.74%) | 39,567,717  (87.73%) | 29,836 |
| B14_late-3 | 44,828,022 | 44,303,988  (98.83%) | 38,722,771  (87.40%) | 29,856 |

| Samples | Total reads | Clean reads | Mapped reads | No. of mapped genes |
| --- | --- | --- | --- | --- |
| B15_0-1 | 35,722,718 | 35,232,912  (98.63%) | 31,405,862  (89.14%) | 29,082 |
| B15_0-2 | 43,664,924 | 43,175,916  (98.88%) | 39,063,795  (90.48%) | 29,469 |
| B15_0-3 | 38,848,252 | 38,314,828  (98.63%) | 34,036,640  (88.83%) | 29,181 |
| B15_early-1 | 36,763,650 | 36,275,616  (98.67%) | 31979716  (88.16%) | 29,348 |
| B15_early-2 | 47,083,412 | 46,560,120  (98.89%) | 41,357,463  (88.83%) | 29,498 |
| B15_early-3 | 48,082,854 | 47,440,652  (98.66%) | 40,145,501  (84.62%) | 29,703 |
| B15_late-1 | 43,933,168 | 43,478,614  (98.97%) | 38,103,200  (87.64%) | 29,806 |
| B15_late-2 | 36,328,904 | 35,866,432  (98.73%) | 29,297,676  (81.69%) | 29,210 |
| B15_late-3 | 46,521,614 | 45,962,190  (98.80%) | 40,783,543  (88.73%) | 29,691 |
| B1415_0-1 | 44,765,810 | 44,280,470  (98.92%) | 40,010,018  (90.36%) | 29,430 |
| B1415_0-2 | 37,114,990 | 36,674,106  (98.81%) | 33,097,294  (90.25%) | 29,359 |
| B1415_0-3 | 37,315,162 | 36,944,556  (99.01%) | 33,593,083  (90.93%) | 29,274 |
| B1415_early-1 | 46,718,798 | 46,235,902  (98.97%) | 41,793,871  (90.39%) | 29,937 |
| B1415_early-2 | 50,072,060 | 49,555,078  (98.97%) | 44,922,512  (90.65%) | 29,831 |
| B1415_early-3 | 39,619,100 | 39,090,472  (98.67%) | 34,551,235  (88.39%) | 29,530 |
| B1415_late-1 | 43,405,304 | 42,954,354  (98.96%) | 37,725,930  (87.83%) | 29,691 |
| B1415_late-2 | 48,865,688 | 48,302,064  (98.85%) | 43,205,877  (89.45%) | 29,860 |
| B1415_late-3 | 45,876,230 | 45,352,418  (98.86%) | 40,451,504  (89.19%) | 29,704 |

Note:

Total Reads: the raw data after sequencing. Clean Reads: the reads after filtering out low-quality tags, unexpected-length tags, and single-copy tags. Mapped Reads: the reads of the clean reads that could be mapped to the reference genome.

RP: recurrent parent ‘Wushansimiao’ for NILs; B14, B15, and B1415: the NILs containing the *BPH14*, *BPH15*, and both *BPH14/BPH15* genes, respectively. 0, non-infested; early: early feeding stage; late: late feeding stage.

How the deposited data were processed for this re-analysis (not part of the article)

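Leaf sheaths of RP, B14, B15 and B1415 plants were sequenced before infestation and at the early and late stages of BPH feeding, with 3 replicates in each of the 12 groups. According to the methods, the authors removed adapters and low-quality reads, aligned the clean reads with Hisat2 to IRGSP1.0 and made the gene counts with HTseq before the counts were deposited. The versions of these tools, the annotation release and the strand setting were not found in the paper's text. The deposited values are whole numbers that were not normalized, with 1 column per library and 36 libraries, and no column was left out. The library kit, the sequencer and one of the infestation times differ between the methods and the sample labels, and no value was made to depend on them. Each early or late library pooled plants of several infestation times, so the times within a stage cannot be separated.

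The column labels gave line, stage and replicate number and were kept for every library. The number of genes with at least 1 count equalled the number of mapped genes in the paper's Supplementary Table 2 in 36 of 36 libraries. In the part of Supplementary Table 3 that was available (861 genes), the FPKM column closest to each library had the same name in 36 of 36 libraries. These checks show that the table and the paper's tables use the same labels, and they cannot show whether a label was right.

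Total counts ranged from 10601967 to 18692187 per library. A gene of low level is limited by this depth, and genes removed by the filter on low counts are given as not tested. The share of counts in the 10 highest genes ranged from 3.72% to 6.47% per library, and the TMM factors ranged from 0.863 to 1.08.

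Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and DESeq2 1.42.0 was used as an alternative. For each of the 17 comparisons of the paper, the 6 libraries of both groups were fitted alone. Genes were kept by filterByExpr with a minimum count of 10, scaled by TMM and tested with the quasi-likelihood test. A gene was called at an unadjusted p below 0.05 and an absolute log2 fold change above 1, and the Benjamini-Hochberg adjusted p was given beside it. Whether the change with feeding differed between lines was tested by the interaction of line and stage in the 12 libraries of the 4 groups concerned, at an adjusted p below 0.05. For the chance overlap of 3 comparisons that share the RP libraries, unchanged groups were simulated against the real RP libraries in 8 draws. Reference genes were compared by the coefficient of variation of CPM over the 12 group means. Genes called at all 3 stages in one direction were tested for clustering in windows of 50 consecutive genes, in the order of their locus identifiers, against 10000 random assignments.

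Replicate numbers were checked for pairing. Every same-number correlation was above 0.1 in 1 of 17 comparisons, with correlations from -0.629 to 0.400, so the libraries were treated as unpaired and the replicate block was an alternative.

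The procedure was tested on simulated data with 200 changed genes at a log2 fold change of 2. In counts modelled on B1415_early/RP_early, edgeR recovered 96.5% of them at the threshold used, with 28 false calls, and 95.0% with 2 false calls at an adjusted p. In counts modelled on B14_0/RP_0, a comparison with a large spread between replicates, it recovered 97.0% with 210 false calls, and 88.5% with 13 false calls at an adjusted p. In the interaction of B1415 at the early stage it recovered 94.5% with 12 false calls.

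The genes named were chosen by a rule set before the deposited counts were opened. It takes every gene the paper names in its results and in Figures 1, 4, 5F and 6E, and, of the genes called in all 9 comparisons of a NIL with RP in one direction, the 5 whose smallest absolute log2 fold change was largest. Genes named as BPH14 or BPH15 in the files would have been added, and none was. The genes that separate the lines, named in the closing section, are an exception and were chosen after their values had been seen. Values in the paper's Supplementary Tables 3, 4 and 5 and figures had been seen when the rule was written.

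The alternatives were DESeq2's size factors in edgeR, no filter on low counts, the replicate number as a block, DESeq2 on the same genes, DESeq2 without the filter, a single fit of 36 libraries, the adjusted p, and each library left out in turn. For the reference genes they were CPM by total count, DESeq2's normalized counts and the SD of log2 CPM, and for the qRT-PCR genes the level relative to TBP. After the data had been seen, 3 further alternatives were added. The libraries labelled B15_late-3 and B1415_late-3 were left out together, RP_0 was used as the baseline of every line, and every library was thinned to a total of 10601967. Enrichment of GO terms and KEGG pathways, the qRT-PCR measurements and the protoplast assays were not analysed here.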

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

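The tests of exchanged labels, of donor segments and of a non-infested B15 group that stands apart, and the sorting of splits by whether they keep the lines apart, were chosen after the results had been seen, as were thinning the libraries and leaving out the libraries labelled B15_late-3 and B1415_late-3. The other tests and alternatives were set before the data were examined.

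The change with feeding differed between a NIL and RP in every one of the 6 tests of line by stage, each by edgeR at an adjusted p. The difference covered 3 genes for B14 at the early stage and 60 at the late stage. It covered 1130 and 11640 genes for B15 and 162 and 7 for B1415. For B15 at the late stage, a difference in depth between the groups is argued against by thinning every library to one total, after which 10950 genes differed. B15 and RP differed in 5816 genes at an adjusted p before feeding, in 3332 at the early stage and in 126 at the late stage, or 226 without the library labelled B15_late-3. The 3332 early genes argue against a non-infested B15 group that alone stands apart. Differences between the lines that were present before feeding enter the late test, and whether they faded with feeding or for another reason stays open. Of 25 splits of the 12 libraries, the real one included, 1 gave as many genes for B14 early, B14 late and B15 early, and 4 of 25 did for B15 late and 3 of 25 for B1415 early and B1415 late. The splits that mixed the lines at both stages gave 0 genes in all 6 tests by edgeR, and put the differences between the lines into the spread between replicates. The others, the real one aside, kept the lines apart at 1 of the 2 stages and so carried a real difference between the lines. The counts of splits therefore decide nothing on chance for any of the 6 tests. With the replicate block, the numbers for B14 were 0 early and 3 late by edgeR, beside 60 and 781 by DESeq2. At an unadjusted p without the block, 1402 and 4434 genes differed, where 1237 and 1259 would without any change. At an adjusted p, the numbers for B14 were 0 early without B14_0-2 by edgeR and 2 late without RP_late-1. Without B14_0-3 they were 2220 early and 917 late, and a single fit of 36 libraries gave 7 and 1825. The B14 values are therefore not firm. For B15 late, 9952 to 12062 genes differed with each library left out and 9872 to 11665 under the other alternatives at an adjusted p without a fold limit. For B15 early, 367 (without RP_early-1) to 2431 (without B15_0-2) genes differed, and 17 in a single fit of 36 libraries. For B1415 early, 62 (without RP_early-1) to 502 (without B1415_0-2) genes differed, and 11 in the single fit. For B1415 late, 2 (without RP_0-2) to 1181 (without the library labelled B1415_late-3) genes differed. A difference in the reaction to BPH between the lines stays open and was not tested apart from the starting state.

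Between B1415 and the NILs with a single gene, the change with feeding differed in 2 genes (B14) and 57 genes (B15) at the early stage, and in 419 and 6613 genes at the late stage. The late values rest on the same groups B14_0, B15_0 and B1415_late. Without the library labelled B1415_late-3, 791 genes were called in B1415_late/RP_late at an adjusted p, beside 8 with it, so the 2 libraries that stand apart may widen the spread within their groups. An effect of carrying both genes stays open.

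Os03g0848700 was chosen after its values were seen, and the paper's text does not print this identifier. Without an annotation, the gene that it stands for was not looked up. It had 37.5 CPM in the library labelled B15_late-3. No count was found in the other B15_late libraries or in the library labelled B1415_late-3. At the late stage the other libraries of B14 and B1415 had 30.1 to 42.0 CPM. Of the genes that separate lines with and without BPH14 in the non-infested and early libraries, 4 of 4 read both libraries as the other line. These are Os03g0848700, Os03g0852900, Os03g0854200 and Os11g0632200, all chosen after their values were seen. The 4 genes that separate lines with and without BPH15 read both libraries as carriers, as both lines should. One of them, Os10g0114101, also read the 3 B14_late libraries as carriers (2.18 to 2.47 CPM) and so does not separate the lines at the late stage. When the 6 libraries of B15_late and B1415_late were split in the 10 possible ways, the split that exchanges these 2 libraries gave 656 calls at an adjusted p, and the other 9 splits, the labelled one included, gave 0 by edgeR, with 46 to 164 calls at an unadjusted p. RNA from other plants added to one library is argued against by the partner out of place in the other group, since the library labelled B1415_late-3 lacks Os03g0848700. These values are consistent with the labels of the 2 libraries having been exchanged, and whether this took place in the field, the laboratory or the deposited table cannot be read from the counts. The markers may lie in donor segments. Within one window of 50 consecutive genes lay 3 of the 4 markers of BPH14 (permutation p = 2e-04) and 3 of the 4 markers of BPH15 (permutation p = 1e-04, the smallest that 10000 permutations can give). No biological explanation was tested. All values elsewhere keep the labels.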

How the results depend on the processing

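Thinning, RP_0 as the common baseline and leaving out the libraries labelled B15_late-3 and B1415_late-3 together were chosen after the data had been seen, and the other alternatives were not. For each change below, the cause was not tested, except that testing without the filter on low counts adds genes and that an adjusted p is stricter by construction. Some orders of counts changed. Without the libraries labelled B1415_late-3 and B15_late-3, B1415_late/RP_late had more calls than B15_late/RP_late (1192 and 847, against 535 and 716). At an adjusted p fewer genes were shared by the NILs late (4) than before feeding (6), but 78 were shared late without both of these libraries. At an adjusted p B1415_late/RP_late had 3 genes up and 5 down, against 418 and 117. Without the library labelled B1415_late-3 it had 620 up and 572 down.

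Without the filter on low counts there were 949 calls in B14_0/RP_0, 2074 in B14_late/RP_late, 1263 in B15_late/RP_late, 1523 in B1415_0/RP_0, 1913 in B1415_early/RP_early, 993 in B1415_late/RP_late, 2117 in RP_early/RP_0 and 1279 in B15_early/B15_0. The overlaps of the 3 NILs were 222 before feeding, 456 early and 422 late, with a union of 907. The interaction gave 8 genes for B14 early, 1728 for B15 early, 468 for B1415 early and 14 for B1415 late. DESeq2 without the filter gave 734 calls in B14_0/RP_0 and an overlap of 159 before feeding.

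A single fit of 36 libraries gave 970 calls in B14_0/RP_0, 1098 in B15_late/RP_late and 1296 in B14_early/B14_0, overlaps of 168, 421 and 362 with a union of 771, and interactions of 7 genes for B14 early, 1825 for B14 late, 17 for B15 early and 11 for B1415 early. In this fit 1 estimate of the spread served groups whose replicates differed in spread.

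At an adjusted p, 22 calls were left in B14_0/RP_0, 126 in B15_late/RP_late, 8 in B1415_late/RP_late and 245 in B14_early/B14_0. The overlap of the NILs was 6 before feeding and 4 at the late stage, with a union of 199, and 3 genes were called early in the NILs and not in RP. With a 2-fold change also required, the interaction gave 188 genes for B15 early, 4230 for B15 late and 40 for B1415 early. OsPOX8.1 in B14_early/B14_0 (log2 fold change 1.03) did not pass.

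Genes called in all 9 comparisons of a NIL with RP in one direction numbered 24 without the filter, 17 with DESeq2 without the filter, 21 in the single fit and 1 at an adjusted p, beside 7. The clustering of B1415 genes called at all 3 stages passed its test only at an adjusted p, with 3 genes in one window.

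The interaction for B14 was also moved by DESeq2's size factors (8 genes early) and by the replicate block (0 early by edgeR, 3 late). It was moved as well by DESeq2 on the same genes (60 early, 781 late) and by thinning (31 late). At an unadjusted p without the block, 1402 genes differed early for B14, where 1237 would without any change. For B1415 the replicate block gave 95 genes early and 4 late, and DESeq2 gave 330 and 106. The replicate block left every number of calls per comparison within 1.5 times its value.

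With each library left out in turn, calls ranged from 373 (without B14_0-3) to 1179 (without B14_0-1) in B14_0/RP_0, from 430 (RP_late-1) to 1192 (the library labelled B1415_late-3) in B1415_late/RP_late, from 687 (B14_early-3) to 1493 (B14_0-3) in B14_early/B14_0 and from 1227 (B14_early-3) to 1918 (B14_early-1) in B14_early/RP_early. The overlap of the NILs ranged from 98 (B14_early-3) to 395 (B14_early-2) early and from 155 (RP_late-1) to 317 (RP_late-2) late, and the early genes called in the NILs and not in RP from 17 (B14_early-2) to 32 (B14_0-1). The interaction ranged from 0 (B14_0-2, by edgeR) to 2220 (B14_0-3) for B14 early and from 2 (RP_late-1) to 917 (B14_0-3) for B14 late. It ranged from 367 (RP_early-1) to 2431 (B15_0-2) for B15 early, from 62 (RP_early-1) to 502 (B1415_0-2) for B1415 early and from 2 (RP_0-2) to 1181 (the library labelled B1415_late-3) for B1415 late.

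The log2 fold change of OsPOX8.1 ranged from 0.91 (without B14_0-1) to 1.22 in B14_early/B14_0, from 0.90 (B15_0-2) to 1.44 in B15_early/B15_0, from 0.75 (B15_0-2) to 1.28 (B15_0-1) in B15_late/B15_0 and from 0.89 (B1415_late-2) to 1.22 in B1415_late/B1415_0. TBP ranked 2 by the SD of log2 CPM and from 1 to 2 with a replicate number left out (2 without replicate 1).

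For the candidate genes other than OsPOX8.1, 76 called differences were recomputed. Under other processing 510 of 532 values stayed past the threshold and 22 did not, 18 of these at an adjusted p and 1 with the replicate block. With each library left out, 414 of 456 stayed and 42 did not. None was reversed in either set.

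Whether the calls exceed those of arbitrary groups could not be settled by regrouping. As many calls as in the real groups came from 1 of 10 splits, the real one, in each comparison except B1415_late/RP_late. There 2 of 10 splits did, and the split that exchanged the library labelled B1415_late-3 with RP_late-2 gave 563 calls against 535, and 110 against 8 at an adjusted p. With 10 splits, regrouping can never exclude chance. Unchanged groups simulated against the real RP libraries had a mean of 87.5, 92.8 and 101.2 calls per comparison before feeding, early and late, against 461 to 5828 in the 9 comparisons of a NIL with RP. With a spread modelled on B14_0/RP_0, 210 unchanged genes were called, against 461 in that comparison. The calls of these 9 comparisons were thus above the numbers from simulated unchanged groups, as far as the modelled spread holds. Depth limits the genes of low level, of which Os07g0188000, Os12g0639200 and Os06g0341300 had 0 to 8, 0 to 15 and 0 to 25 counts per library.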

Differences from the paper's values

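The tests of whether a change with feeding differed between lines were set in advance, and leaving out the libraries labelled B15_late-3 and B1415_late-3 was chosen after the data had been seen.

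Before feeding, the paper's number of DEGs shared by B14, B15 and B1415 against RP is 150, and 63 were found here. Among the alternatives set before the data were examined, the value no longer differed from the paper's by more than 1.5 times without the filter on low counts (222), with DESeq2 without the filter (159) and in a single fit of 36 libraries (168). It still differed with DESeq2's size factors (63), the replicate block (58), DESeq2 on the same genes (64), the adjusted p (6) and with each library left out (56 to 94). For the candidate genes of Figures 5F and 6E, 140 log2 fold changes of the paper's Supplementary Tables 4 and 5 were compared. The largest difference was 0.06, and 0 differed by more than the standard error.

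The paper describes 9 candidate genes as higher and 2 as lower in the NILs both before and after feeding. Over the list, 64 of 69 tested pairs of gene and comparison had the stated direction and 43 were DEGs in it, but only Os05g0335100 was a DEG in all 9 comparisons. Before feeding 9 of 21 tested pairs were DEGs. DESeq2 without the filter also called Os05g0399400 in B14_0/RP_0, Os07g0188000 in B14_late/RP_late and B15_late/RP_late, and Os12g0639200 in all 3 late comparisons, where RP_late had no count of this gene.

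The paper describes most of its feeding candidates as changed early in the NILs specifically. In RP, 8 of 9 tested genes changed early in the direction of the NILs in which they were tested. For Os11g0555300 this was B1415 alone, and its mean fell in B14 and B15. Of the 8 genes, 6 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in RP, none of them at 2-fold. The difference between a NIL and RP passed in 0 of 27 early pairs by edgeR over all genes and in 5 adjusted over the list alone. In the NILs, 17 of 25 tested early pairs were DEGs and 4 of the 10 genes were DEGs in all 3 NILs.

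For OsPOX8.1, the paper describes from qRT-PCR an increase in the NILs alone that was strongest in B1415, and RNA-seq expression that responded from the early through the late stage. The qRT-PCR values were not analysed here. In the counts every line rose at both stages. In RP it rose by 0.67 on the log2 scale early (adjusted p = 6.86e-05 by edgeR) and 0.45 late (0.0125), below 2-fold. The early rise was largest in B1415 (1.49) and the late rise in B14 (1.55), and the difference between B1415 and the other NILs had adjusted p from 0.423 to 1.00 by edgeR over all genes.

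The paper gives RPS27α and ACTIN1 as reduced after feeding in all groups. Both had lower means in 8 of 8 comparisons, and 6 and 7 of these passed edgeR's adjusted test. TBP, the paper's most stable gene, ranked first by the coefficient of variation and 2 behind SDHA by the SD of log2 CPM.

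The paper has fewer late DEGs in B1415 than in B15 against RP, as found here (535 and 716). With the libraries labelled B1415_late-3 and B15_late-3 left out, the numbers were 1192 and 847. The paper has more shared DEGs late in feeding than before it, as found here, but at an adjusted p 4 were shared late and 6 before feeding. With the 2 libraries left out, a choice made after the data had been seen, 78 were shared late at an adjusted p.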

Other observations

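The tests on the library B14_0-3, on OsPOX8.1, on windows of neighboring genes and on the state of the non-infested plants were chosen after the results had been seen, as were RP_0 as the common baseline and thinning. The other tests were not.

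The library B14_0-3 lay far from B14_0-1 and B14_0-2, with 3632 genes more than 2-fold from its group. Os03g0848700, chosen after its values were seen, had 8.45 CPM there and at most 0.43 CPM in the non-infested and early libraries without BPH14. B14_0-3 was among the libraries used to choose it, so this value cannot test the label. Genes chosen from the early libraries alone do not share this limit. Of 27 that separated the lines by BPH15, 6 read B14_0-3 as a carrier, against 22 to 24 in B15_0. This argues against a B15 library under this label. Of 11 for BPH14, 7 read it as a carrier, against 3 to 5 in B15_0 and RP_0 and 5 and 6 in the other B14_0 libraries. These lie too close to decide. A mix with RNA of B15 plants was read from the 4 genes that separate the lines by BPH15 in the non-infested and early libraries. They were also chosen after their values were seen. Os04g0202700 had 0.157 CPM in B14_0-3 against 4.98 to 8.87 in the lines with BPH15, and Os04g0196600 had 35.2 CPM against 7.04 to 13.4. Os10g0114101 had 0.939 CPM against 2.06 to 3.58. Os04g0200400 went the other way, with 1.57 CPM in B14_0-3 against 13.2 and 14.1 in B14_0-1 and B14_0-2 and 0 to 0.352 in the lines with BPH15. A mix large enough for this value would have raised Os04g0202700 and lowered Os04g0196600. B14_0-3 was among the libraries used to choose these genes, so they cannot test for a mix. The 6 of 27 genes chosen from the early libraries alone, against 22 to 24 in B15_0, argue against a mix of that size. The low level of Os04g0200400 stays unexplained. The level of Os03g0848700 was below that of the other B14_0 libraries, which stays unexplained. A physiological state shared with the non-infested B15 plants cannot be told apart from other differences of this single library. Its difference from its group had a correlation of 0.675 across genes with that of B15_0 from RP_0, and genes are not independent replicates.

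The same direction appeared in another line. The difference of B1415_0-2 from its group had a correlation of 0.692 across genes with that of B15_0 from RP_0, while those of the RP_0 libraries ranged from -0.148 to 0.197. It was the largest value among the 6 libraries of B14_0 and B1415_0. The other 2 libraries of B1415_0 had -0.330 and -0.560, and B14_0-1 and B14_0-2 had -0.655 and -0.600. Each library was taken against the other 2 of its group, so a positive value in one of them brings negative values in the others. The difference was small, past 2-fold in 43 genes of B1415_0-2 against 5828 called in B15_0/RP_0. This is consistent with a state that also varies between plants of one line, but single libraries do not show how much of the B15_0/RP_0 difference it could account for. An effect of BPH15 stays open.

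More genes were called between late and non-infested plants in B14 and B15 than in RP (4127). For B15, the comparison with RP_0 gave 3989 genes, which is consistent with the non-infested B15 group differing from that of RP as the source of the higher number. For B14, the comparison with RP_0 gave 6733 genes, which argues against this explanation, and thinning left 6268 genes in B14_late/B14_0, which argues against a difference in depth. A stronger reaction of the B14 plants stays open.

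Genes called after feeding in all 3 NILs and not in RP may owe this to a threshold passed in the NILs and missed in RP without a different response. Adjusted over the list alone, the difference from RP passed in all 3 NILs for 3.8% of the early genes and 0% of the late genes by edgeR, although 41 late genes passed for B14 and 112 for B15. For B1415, 0 of the 221 late genes passed by edgeR, 37 were below an unadjusted p of 0.05, and 3 passed by DESeq2, so the late share is set by B1415. Without the libraries labelled B15_late-3 and B1415_late-3, a choice made after the results had been seen, 0 passed for B1415 by edgeR as well, with 26 at an unadjusted p.

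OsPOX8.1 was lower before feeding in the NILs than in RP, by a log2 fold change of -0.62 in B14 (adjusted p = 0.402 by edgeR), -0.53 in B15 (0.0236) and -0.55 in B1415 (0.0642). After feeding it differed from RP by -0.27 (B14), -0.10 (B15) and 0.27 (B1415) at the early stage and by 0.51, 0.04 and 0.02 at the late stage, and the smallest adjusted p of these 6 comparisons was 0.07 by edgeR. The rise itself was larger than in RP for B1415 early and B14 late when adjusted over the list alone (0.00528 and 0.0125 by edgeR), which is not independent evidence. A lower non-infested level in the NILs and a higher level after feeding cannot be told apart as its source, since neither was settled at an adjusted p in all NILs.

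Genes called against RP at all 3 stages in one direction numbered 37 in B14, 394 in B15 and 175 in B1415. Most of these were higher than in RP (27, 382 and 165), and the cause of this imbalance was not tested. Donor segments around few places in the genome are argued against as the source of most of them in B14 (permutation p = 0.95), B15 (permutation p = 0.35) and B1415 (permutation p = 0.59), since the calls did not gather in windows of 50 genes. At an adjusted p the largest window did not exceed random assignments in B14 (permutation p = 0.22) or B15 (permutation p = 0.11). In B1415 3 of 7 lay in one window (permutation p = 5e-04), which fits a donor segment around one place for these 3 genes. The test sees only the largest window, and in B15 random assignments reached 4 genes at their 95th percentile. A segment of so few genes in B15 is therefore not excluded. At the unadjusted threshold, Os04g0196600, Os04g0200400, Os04g0202700 and Os04g0202800 were called at all 3 stages in B15 as in B1415.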
